# Differential gene expression analysis and cytological evidence reveal a sexual stage of an amoeba with multiparental cellular and nuclear fusion

**DOI:** 10.1371/journal.pone.0235725

**Published:** 2020-11-04

**Authors:** Yonas I. Tekle, Fang Wang, Alireza Heidari, Alanna Johnson Stewart

## Abstract

Sex is a hallmark of eukaryotes but its evolution in microbial eukaryotes is poorly elucidated. Recent genomic studies revealed microbial eukaryotes possess a genetic toolkit necessary for sexual reproduction. However, the mechanism of sexual development in a majority of microbial eukaryotes including amoebozoans is poorly characterized. The major hurdle in studying sex in microbial eukaryotes is a lack of observational evidence, primarily due to its cryptic nature. In this study, we used a tractable fusing amoeba, *Cochliopodium*, to investigate sexual development using stage-specific Differential Gene Expression (DGE) and cytological analyses. Both DGE and cytological results showed that most of the meiosis and sex-related genes are upregulated in *Cochliopodium* undergoing fusion in laboratory culture. Relative gene ontology (GO) category representations in unfused and fused cells revealed a functional skew of the fused transcriptome toward DNA metabolism, nucleus and ligases that are suggestive of a commitment to sexual development. However, the GO categories of unfused cells were dominated by metabolic pathways and other processes indicative of a vegetative phase. Our study provides strong evidence that the fused cells represent a sexual stage in *Cochliopodium*. Our findings have further implications in understanding the evolution and mechanism of inheritance involving multiparents in other eukaryotes with a similar reproductive strategy.

## Introduction

Sexual reproduction is common and considered to have originated in the last common ancestors of all eukaryotes; however, its evolution still remains a mystery particularly among microbial eukaryotes [1–6]. Sexual reproduction can be defined as a stage in the life cycle involving meiosis—a biological process that reduces the genome complement by one-half (haploid); this is followed by fusion of these haploid cells (gametes), in a process commonly known as fertilization, to form a diploid zygote. This definition is primarily based on observations in macroscopic eukaryotes (e.g. animals and plants) that are usually dimorphic with two distinct sexes. Sexual reproduction in macroscopic eukaryotes is well defined with recognizable cellular and molecular signatures [5, 7]. While some variations of sexual reproduction are generally known [1, 8], the nature or existence of sex in most microbial eukaryotes is poorly documented [1]. Microbial eukaryotes including amoebozoans display diverse quality of life cycles that involve various types of asexual reproduction and sexual stages (when present) that are usually cryptic [1, 9, 10].

Recent comparative genomic studies of microbial eukaryotes including amoebozoans demonstrate that these microbes contain genes for sexual reproduction that are actively expressed [11–15]. These discoveries questioned the long-held view that most microbial eukaryotes were strictly asexual. However, sexual development and mechanisms of sex in most of these putative sexual lineages is still not well understood [1, 16]. The main hurdle in understanding sexual development in microbial eukaryotes has been a lack of observed sexual activity, probably as a result of their complex and diverse life cycles [9, 17]. Sources of difficulty in observing sexual phases include unculturability under normal laboratory conditions, poorly characterized life cycles, and in some cases the occurrence of sex during a dormant cyst stage, when the cell becomes condensed and opaque, precluding observation or manipulation [18–20]. We recently described the life cycle of a lens-shaped amoeba (*Cochliopodium minus*) that undergoes extensive multiple cellular and nuclear fusion during active growth (i.e. the vegetative stage) [16, 21], hereafter referred to as *Cochliopodium* for brevity and since most of the members of the genus display similar behavior [22–24]. *Cochliopodium* possesses genes exclusively involved in meiosis [11, 13]. This amoeba was suggested to be a likely useful model organism to circumvent some of the hurdles in studying sexual development in microbial eukaryotes with a similar life cycle [16]. The *Cochliopodium* has a well-defined and relatively short life cycle (~30 days) and it is easy to grow and maintain in the lab. Unlike most other amoebae (e.g., *Entamoeba* and *Dictyostelium*) that are assumed to engage in sex during the dormant, cyst stage, *Cochliopodium* exhibits sexual-like developmental stages (cellular and nuclear fusion) during the vegetative stage, which makes it an ideal candidate for investigative work involving live experimentation.

The supergroup Amoebozoa includes lineages with diverse life cycles that may or may not involve observable sexual stages. Few lineages of amoebozoans have been confirmed to engage in sexual reproduction [25–31]. Recent genetic studies demonstrate that all amoebae studied possess or express most of the genes that are recognized as exclusive for sex, albeit scanty physical evidence [11]. The four most common life cycle strategies that are assumed to involve sexual stages in microbial eukaryotes are found in the Amoebozoa. These include those that form sexual cysts [18, 19, 31], amoeboid or ciliated reproductive cells [32], trophozoite (vegetative) fusing cells [16], and those that alternate between sexual and asexual morphs [33]. In this study, we will elucidate the sexual development of one of the reproductive strategies with a tractable amoeba, *Cochliopodium*, using cytology and stage-specific differential gene expression (DGE) analysis.

*Cochliopodium* species grow as single cells with a single nucleus through most of their life cycle. However, in sufficiently dense cultures, they fuse forming larger plasmodial stages, their nuclei migrate within the plasmodium, come into contact and fuse, forming polyploid nuclei [16, 22, 23]. Subsequently, the merged nuclei undergo division within the plasmodium presumably resulting in a new mix of chromosomes. The plasmodium eventual divides back to uninucleate amoeba cells through plasmotomy (cell fission). The molecular aspects of this behavior have not been studied. Similar cellular fusion behavior is also known among other lineages belonging to the three major subclades of Amoebozoa [1, 16]. Cellular fusion and nuclear depolyplodization is also reported in other eukaryotic lineages including some mammalian and cancer cells [34, 35]. This cellular behavior is likely ancestral in eukaryotes. Elucidating the molecular aspects of this interesting process in *Cochliopodium* as a model eukaryotic microorganism will give insights into how microbes with dramatically different life cycles use unorthodox ways to adapt to, and evolve in, changing environments. In this study, we present some of the first evidence, from both cytology and differential gene expression data, that the fused stage in *Cochliopodium* is sexual. Fused amoebae were observed to express meiosis genes and other cellular processes that are consistent with sexual development. Our findings also have implications in understanding the evolution and mechanism of inheritance involving multiple parents in *Cochliopodium* and other eukaryotes that use a similar reproductive strategy.

## Methods

### Sample collection, single-cell transcriptome sequencing and assembly

Cultures of *Cochliopodium minus* (syn. *C*. *pentatrifurcatum* [35]) were grown in plastic Petri dishes with bottled natural spring water (Deer Park^®^; Nestlé Corp. Glendale, CA) with added autoclaved grains of rice as an organic nutrient source to support bacterial growth as prey for the amoebozoans. Cultures were maintained until they reached maximum-growth density that we have consistently achieved in our laboratory cultures. Samples of unfused amoeba cells were collected during the first week of culturing before cellular fusion was at its peak (see [16]). Fused cell samples were collected during the steady state of cellular fusion and fission (8–12 days). Fused and unfused samples were primarily distinguished by their cell size, since fusion status based on ploidy or number of nuclei is difficult to achieve when working with live cells of *Cochliopodium*. Although this is not an ideal approach, based on our previous experience this method gives a rough starting point to classify cells as fused/unfused [16]. Individual cells (unfused or fused) were picked using a platinum wire loop (tip) or mouth pipetting techniques. Cells collected (1–10) using platinum a wire loop (tip) were directly transferred into 0.2-mL PCR tubes and processed for sequencing as described below. Cells collected using mouth pipetting were transferred to a clean glass slide or sterile agar medium to wash off freely floating bacteria, carried over from culture, with sterile water. This washing step reduces sequence contamination from bacteria during transcriptome sequencing [36]. Cleaned individual amoeba cells (1–10) were transferred into 0.2-mL PCR tubes and processed for sequencing using Seq^®^ v4 Ultra^®^ Low Input RNA Kit (Takara Bio USA, Mountain View, CA) as described in Wood et al. [13]. We also isolated total RNA from 100 cells, from both unfused and fused cell conditions, using NucleoSpin^®^ RNA kit (Macherey-Nagel, Düren, Germany) according to the manufacturer’s protocol. The total RNA was processed for sequencing using the SMART-Seq^®^ kit as above. For sequencing, libraries were prepared from 1 ng of cDNA using the Nextera^®^ XT DNA Library Preparation Kit (Illumina Inc., San Diego, CA USA) according to the manufacturer’s instructions. Libraries were quantified on the Qubit^®^ Fluorometer using the DNA HS Assay. All libraries were sequenced at Yale Center for Genomic Analysis on a HiSeq 2500 in paired-end, high-output mode with 75 bp reads.

FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to inspect reads of each sample for quality and length. Illumina adaptor sequences and low-quality reads with a score below 28 were removed using BBDuk (Joint Genome Institute, U.S. Department of Energy, Walnut Creek, CA USA). The trimming of low quality reads from both ends ("rl" trim mode) is based on the Phred algorithm implemented in BBDuk. Using the same program, we also removed reads shorter than 35 bp after trimming. The remaining reads were assembled *de novo* using rnaSPAdes-version 0.1.1 [37] with default parameters for gene inventory and DGE purposes.

### Differential gene expression (DGE) analysis

To quantify the abundances of transcripts in our samples, a rapid and accurate program Kallisto [38] was used. Kallisto uses a pseudoalignment procedure that is robust to error detection. Since there is currently no reference genome data available for species of *Cochliopodium*, a comprehensive de-novo transcriptome was assembled from multiple samples of *Cochliopodium minus* [13, 36, 39, 40]. This master transcriptome was used for mapping the sequencing reads to generate the counts for each sample. The quantification data was then imported using tximport package in R (programming language) for downstream DGE analysis. Two DGE tools, DESeq2 [41] and EdgeR [42] that were shown to perform well for smaller number of biological replicates, were initially applied [43]. Based on the results of this initial analysis, we designed two additional experimental conditions by selecting samples that showed good clustering and removing bad quality samples (see Results). All analyses were performed in DESeq2 packages in R. We used DESeq2 because it has a better moderation in log fold change (FC) for low count transcripts [43]. Fragments per kilobase of transcripts per million base pairs sequenced (FPKM) was used to estimate the level of gene expression. The Benjamini-Hochberg algorithm was used to adjust the resulting p-values for multiple testing with false discovery rate (FDR<0.05) [44]. Genes with an adjusted p-value (padj) of < 0.05 was determined as statistically significant. Up- and down-regulations of the significantly differentially expressed genes (DEGs) were determined using a threshold of 1.5 for log2 FC. Gene clustering of all the DEGs was plotted using function pheatmap in R.

### Gene inventory and functional annotation with Blast2GO

To check the expression of potential sexual related genes in different cell conditions, the BLAST program was used to search our transcripts with a set of sexual related ortholog groups (OG) obtained from OrthoMCL database (http://www.orthomcl.org/orthomcl/) with E-value cut-off of 10^−15^. The best hits were chosen and checked manually for paralogs using phylogenetic tree. We also used HMMER [45] based homology search as a further confirmation of the genes discovered in our BLAST results. A total of 94 genes were investigated, which included 15 meiosis specific genes, 29 fusion and karyogamy related genes and 50 general sex-related genes based on the previous studies of amoebae [11–13]. The expression of the genes detected in our transcriptome were then further investigated in terms of their fold change and adjusted p-value among different cell conditions using functions in DESeq2 R packages.

To understand the biological activities among different cell conditions, functional annotation of DEGs identified between fused and unfused samples were performed using Blast2GO [46]. Blast2GO is a bioinformatics tool for high-quality protein functional prediction and provides Gene Ontology (GO) annotation visualization and statistical networks for genetics research. The DEGs that were upregulated in fused and unfused samples were analyzed using Blast2GO for functional annotation. We first used CloudBlast and InterProScan to search homologs to the DEGs against non-redundant databases from NCBI. GO terms were then retrieved by mapping the hits to the functional information stored in the GO databases. Finally, the obtained GO terms were assigned to the query genes for annotation. InterProScan GOs obtained through motifs/domains were also merged with the results of Blast to the annotations. Enzyme Codes (EC) were also provided when EC number or equivalent GOs are available. Statistical information of the function analysis was checked using the ‘charts’ and ‘graphs’ functions in Blast2GO. Enrichment analysis was performed to check GO terms that were abundant with DEGs upregulated in unfused or fused cells as a test set, and all of the DEGs as a reference set.

### RNA in situ hybridization (RNA-ISH) of selected sex genes

We used a highly streamlined RNA in situ hybridization, RNAscope (Advanced Cell Diagnostics), method to detect six representative sexual related genes in fixed amoeba cells in all stages. These target genes include meiosis specific (Spo11, Mer3, Dmc1, Pch2), karyogamy (Kem1) and plasmogamy (Bni1). RNAscope involves a series of steps including pretreatments, hybridization, signal amplifications, and detection of target genes. The RNAscope^®^ Multiplex Fluorescent Reagent Kit v2 (Cat. No. 323100; Advanced Cell Diagnostics) was performed using target probes specifically designed for *Cochliopodium minus* except one gene (Spo11), which was designed using a target sequence from *Acanthamoeba castellanii*. The probes were designed according to the manufacturer’s instructions and include: *20ZZ* probes (Cpe-BNI1-cust targeting 221–1315, Cpe-DMC1-cust targeting 2–987 and Cpe-KEM1-cust targeting 2–1386), *17ZZ* probe Cpe-MER3-cust targeting 1801–2725, *18ZZ* probe Cpe-PCH2-cust targeting 2–965 and *13ZZ* probe Cpe-SPO11-cust 2–676 targeting 2–676 (*A*. *castellanii*). Actin (*15ZZ* probe Cpe-Actin-cust targeting 104–1076) was used as a positive control. Adherent cells representing all stages (fused, fusing, and unfused) of the amoeba were transferred into a two-well glass chamber slide (Thermo ScientificTM, Nunc Lab-Tek, Rochester, NY) and fixed using either −80°C cooled methanol or 4% formaldehyde (Ladd Research, Williston, VT) for 3–10 min. Fixed cells were dehydrated in a series of ethanol concentrations and then reverse rehydrated before treatment with hydrogen peroxide and Protease for permeabilization as stated in the manufacturer’s manual. Hybridization of the probes to the RNA targets was performed by incubation in a HybEZ Oven for 2 hours at 40°C. After two washes, the slides were processed for standard signal amplification steps for single or multiple channels. Chromogenic detection of probes was performed using OpalTM 520 (FP1487001KT) and OpalTM 570 (FP1488001KT) dyes (Akoya Biosciences) and Hoechst 33358 (1:1500) for DNA. The preparations were examined with a Zeiss LSM 700 Inverted Confocal Microscope (Carl Zeiss MicroImaging, Gottingen, Germany).

## Results

### Single cells transcriptome data

A total of 20 samples designated as fused (9 replicates) and unfused (11 replicates) were collected (S1 Table). 

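The libraries were made from 1, 5, 10 or 100 cells and sequenced as amplified cDNA, 11 from cells labelled unfused and 9 from cells labelled fused. The authors removed adaptors, trimmed at a score of 28 and kept reads of at least 35 bp. With Kallisto they then estimated, for each library, a count and a TPM value for 3900 transcripts of the master transcriptome. At least 98% of the estimated counts of each library were whole numbers; they were rounded and used for every test. Total counts ran from 16495 to 7655106 in the unfused libraries (median 1158719) and from 168167 to 10945988 in the fused libraries (median 726342). By library number and the technical columns of S1 Table, the libraries fall into 2 sets. In YT06 to YT20, called the earlier set here (7 unfused, 4 fused), 43.9 to 56.2% of raw reads were kept on trimming, with a median of 48.8%. In YT22 to YT30, the later set (4 unfused, 5 fused), 56.7 to 80.4% were kept, with a median of 74.7%. Contigs matched to bacteria made up 1.63 to 4.19% in the later set; in the earlier set they were 0 in 8 libraries and up to 75.8% in the others. Neither the paper's text nor the labels give a library date. Each library was taken as a replicate, and since the sources do not say that libraries came from separate cultures, p-values here measure only the spread between these libraries. Intervals and floors, set at 3 counts over a group, cover counting error only.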

The yield and quality of sequence data differed among our single cells transcriptomes (S1 Table). Generally fused or large cells yielded more sequence data than smaller cells. 

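Fused libraries held 2550000 counts on average (SD 3710000, n = 9) and unfused libraries 1802000 (SD 2130000, n = 11), a ratio of 1.42 that lay within the spread between libraries (exact two-sided permutation test, p = 0.608, adjusted p = 0.73 over 6 comparisons of yield). Within the earlier set the ratio of fused to unfused was 2.28 (4 against 7 libraries, exact permutation test, p = 0.258, adjusted p = 0.516). In the later set, where every library came from 10 cells, fused libraries held fewer counts, 570800 (SD 285000, n = 5) against 1096000 (SD 303000, n = 4). That ratio was 0.521 (exact permutation test, p = 0.0476, adjusted p = 0.286). Over all 10-cell libraries of both sets, 6 of each stage, the ratio was also 0.521, at 838100 (SD 703000) against 1608000 (SD 912000) counts, with p = 0.136 from the exact permutation test and an adjusted p of 0.408. Raw reads were 51.3 M (SD 17.8, n = 9) in fused and 51.45 M (SD 23.5, n = 11) in unfused libraries, a ratio of 0.997 (exact permutation test, p = 0.987, adjusted p = 0.987). After trimming the ratio was 1.11, with p = 0.445 and an adjusted p of 0.668 from the same exact test.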

Since transcriptome sequencing from an individual (single) cell did not generate enough data, likely due to the small amount of starting RNA material, we increased the number of cells to 5–10 and collected transcriptome data from these cells using the same approach. We also collected transcriptome data obtained using a regular RNA extraction from 100 cells for both unfused and fused samples (S1 Table). The designations of unfused and fused state of amoeba cells were primarily made on the basis of amoeba size. However, this was used as a guide rather than a predictor of an amoeba stage. *Cochliopodium* cells show a range of sizes during their life cycle (see [16]). The nucleus is not always easy to visualize due to opaqueness of the cytoplasm and cell inclusions that obscure nuclear observation in live cells. These problems make it difficult in identifying unfused or fused cells based on size and number of nuclei. Given these challenges, we made an effort to select cells based on our observation in previous publications [21–23] as a general guide to discriminate between unfused (~20–30 μm) and fused (> 50 μm) amoeba cells.

### Differential gene expression (DGE) analysis

PCA (principal component analysis) plot functions in DESeq2 were used to visualize the overall effect of experimental and batch effects and check for possible sample outliers. Two samples that failed the quality check were removed and a plot of the remaining 18 samples showed good clustering, on the whole. However, some samples either formed a separate cluster of their own or were mixed with another group (S1 Fig). Taking into account the difficulties in distinguishing cell conditions during our sampling, we applied a strict clustering pattern to select four of the unfused samples (YT14-YT17) and four of the fused samples (YT26-YT29) that showed good clustering for two experimental conditions (see S1 Table). This two-sample condition analysis, each comprised of 4 replicates, showed good clustering with PC1 representing 76% of variance (Fig 1). 

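The 8 libraries hold 4 of unfused cells (YT14 and YT15 of 5 cells, YT16 and YT17 of 10 cells) and 4 of fused cells (YT26 to YT29, each of 10 cells). All 4 unfused libraries belong to the earlier set and all 4 fused libraries to the later set, so that in these 8 the stage and the library set change together. On the 500 most variable transcripts after DESeq2's variance stabilizing transformation, the first principal component held 71.7% of the variance. Unfused libraries scored from -53.2 to -30.3 on it and fused libraries from 34.9 to 51.9. Over all 20 libraries the first component held 38.9% and parted the library sets. Earlier libraries scored from -36.9 (YT15) to -10.7 (YT06) on it and later ones from -4.36 (YT24) to 45.8 (YT29). Fused libraries of the earlier set lay from -29.5 (YT19) to -18 (YT18), and unfused YT22 and YT23 of the later set at 30.3 and 39.4. Total counts ran from 870619 to 3242390 in the 4 unfused libraries (median 1707421) and from 168167 to 726342 in the 4 fused ones (median 526454). Cytoplasmic actin (N5_2316), the filament protein of the cytoskeleton, differed most in abundance and took 3.4 to 12.6% of all counts in unfused and 0.116 to 1.12% in fused libraries. Its log2 fold change was 4.43 (SE 0.747, adjusted p = 0.000581 from edgeR's quasi-likelihood test); in the later set alone it was 4.10 (SE 0.785, adjusted p = 0.0527 from the same test), and in the fused libraries of the earlier set actin took 6.65 to 11.6%. Log2 fold changes here are unfused over fused, so that positive values are higher in unfused cells. CPM are TMM-normalized counts relative to the library total, in edgeR's usual unit. Means of the 4 unfused and 4 fused libraries use factors from these 8, and CPM of single libraries factors from all 20, so that the means of the single values are not exactly the group means. A transcript passed the test at the paper's thresholds, an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1.5 in either direction. The test ran on TMM-normalized counts of the 3003 transcripts that passed edgeR's filter on low counts. On simulated data of this comparison, with 200 transcripts changed, edgeR recovered 8.96% of log2 changes of 2, 58.2% of changes of 4 and 78.8% of changes of 6.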

Further inspection of the clustering of the 18 samples showed a possibility of an intermediate group consisting of 3 samples (see below).

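Positions were taken along the line from the mean of the 4 unfused libraries (0) to the mean of the 4 fused libraries (1), over the transcripts that passed the test between them. With each of the 8 placed by an axis made without it, unfused YT14 to YT17 stood at 0.258, 0.000772, 0.19 and 0.0778, and fused YT26 to YT29 at 0.853, 0.81, 0.794 and 1.07. Unfused YT24 and YT25 stood at 0.364 and 0.528 and fused YT30 at 0.517, a mean of 0.47 (SD 0.0916, n = 3). Of the libraries in neither comparison of the paper, fused YT13, YT18, YT19 and YT20 stood at 0.279, 0.261, 0.112 and 0.171. Unfused YT06, YT07 and YT12 stood at 0.414, 0.328 and 0.336, and unfused YT22 and YT23 at 0.734 and 0.848. Of libraries with no part in the axis, the earlier fused ones averaged 0.206 (SD 0.0782, n = 4) and the later unfused ones, YT24 and YT25 among them, 0.619 (SD 0.215, n = 4). The paper chose its libraries by how they clustered.

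**Figure D1:**
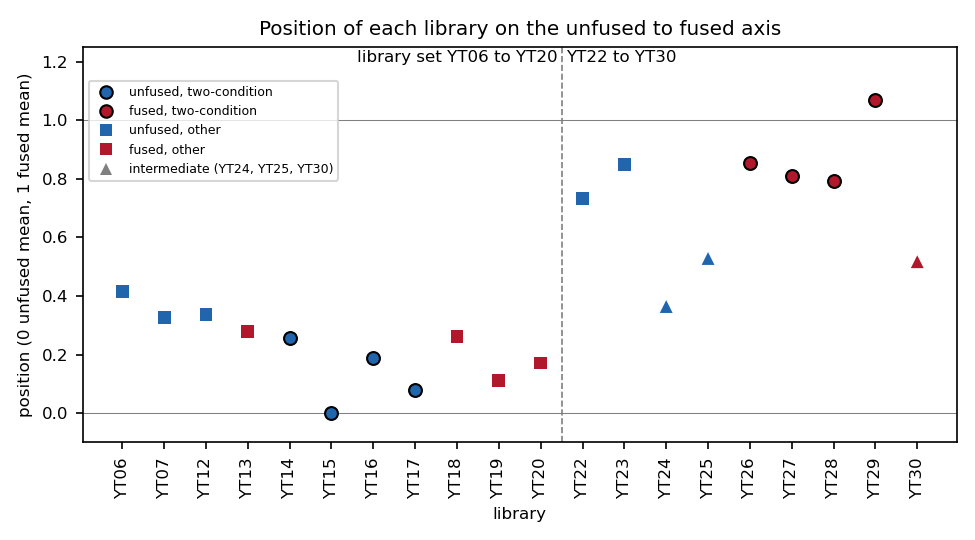
Position of each of the 20 libraries on the axis from the unfused mean (0) to the fused mean (1) of the 8 libraries, by library number on the x axis. Circles are the 8 libraries, each placed by an axis made without it, triangles YT24, YT25 and YT30, and squares the libraries in neither comparison; the dashed line parts the 2 library sets, and fused YT13 and YT18 to YT20, left of it, sit between 0.112 and 0.279.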

**Fig 1:**
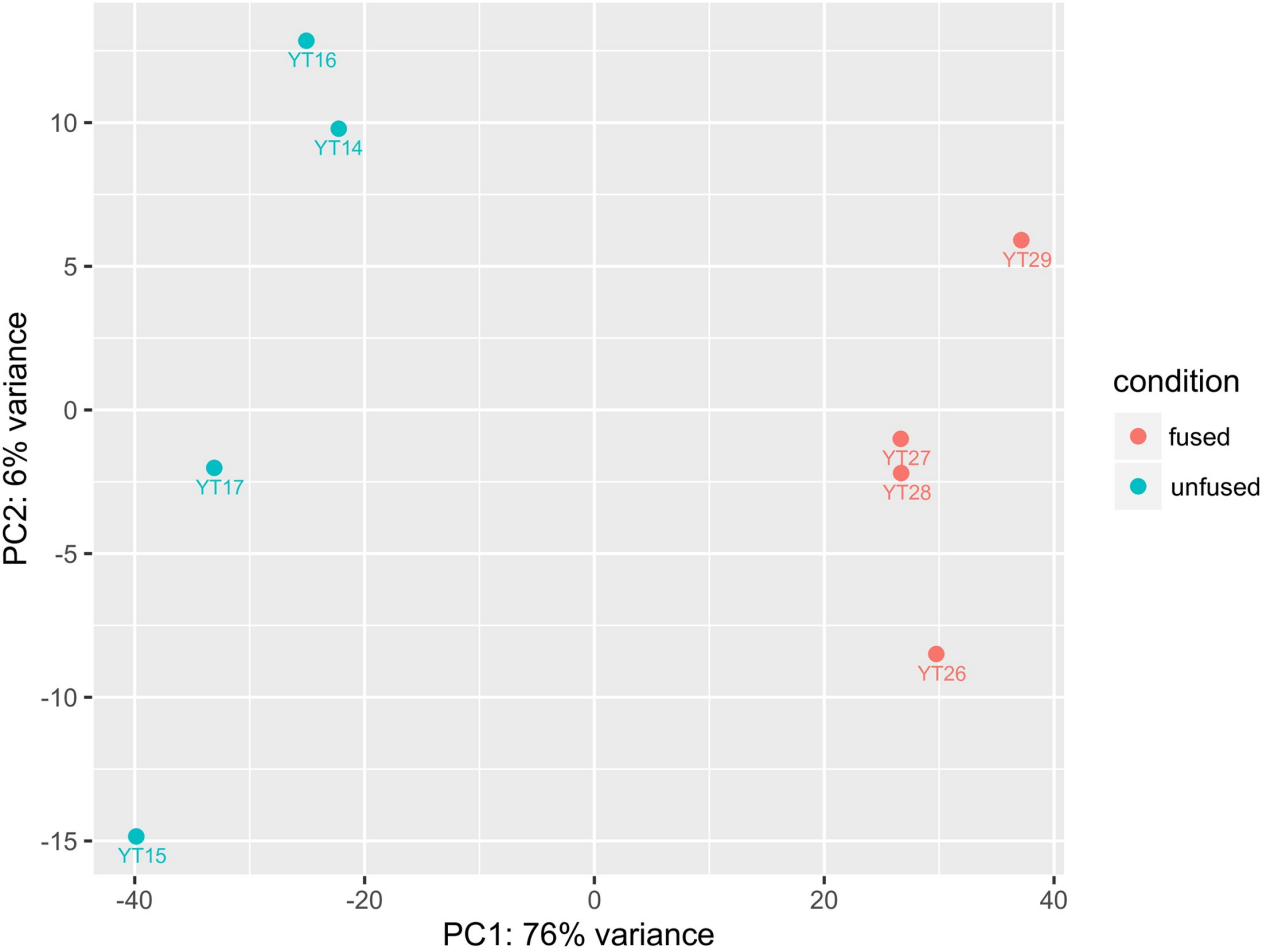
Principal component analysis (PCA) plot of a two -condition experiment (unfused vs. fused cell) each represented with 4 replicates. X- and Y-axes represent the first and second principal components that explain most of the differences in the data. The percentage of total variance for each principal component is printed in the axis labels.

MA-plot (log-intensity ratios [M-values] versus log-intensity averages [A-values]) showed that the majority of the transcripts between two-conditions have similar expression values (Fig 2). 

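Of the 3003 transcripts tested, 2559 (85.2%) did not pass the test, and 33.3% had a log2 fold change under 1 in either direction. The middle of all tested transcripts lay at a log2 fold change of 0.309 with TMM and 0.378 with DESeq2's size factors. Among the transcripts that did pass, the median size of the log2 fold change was 4.28, also with the 22 members that had 0 counts in one group set at their bound.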

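Unfused and fused cells differed in 444 transcripts by edgeR's quasi-likelihood test, of 827 with an unadjusted p under 0.05. The largest differences each way were in transcripts with almost no counts in one group, and the protein matches in the files leave most of them without a known function. N5_1214, matched to a hypothetical protein, had 3342 counts over the 4 unfused libraries and 0 in the 4 fused ones, at least 339-fold higher in unfused cells (adjusted p = 0.000342). N5_2363, also matched to a hypothetical protein, had 2841 and 0 counts, at least 264-fold higher (adjusted p = 0.000478, same test). N5_1890, matched to a component of the small subunit processome, which assembles the small ribosomal subunit, had 0 counts in unfused and 449 in fused libraries, at least 838-fold higher in fused cells (adjusted p = 0.000437, same test). N5_2017, matched to a hypothetical protein, had 3 and 2671 counts, a ratio of 3250 with a counting interval from 1110 to 15800 (adjusted p = 3.73e-06, same test). In the later set its log2 fold change was 0.44 (unfused over fused), and within the earlier set 2.06. DESeq2, the paper's tool, passed 865 transcripts at the same thresholds, among them 432 of the 444 in the same direction.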

In total, 881 differentially expressed genes (DEGs) were identified between unfused and fused conditions in our DESeq2 analysis. Among them, 521 DEGs were tested as upregulated in the unfused condition samples and 360 DEGs tested as upregulated in the fused condition samples. 

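Of the transcripts that passed edgeR's test, 248 were higher in unfused and 196 in fused cells; by DESeq2 the split was 514 and 351. Over all 20 libraries, edgeR passed 0 of 3202 transcripts (123 at an unadjusted p under 0.05) and DESeq2 12, each of these 12 higher in fused cells. With the library set as a term, edgeR again passed 0 (136 at an unadjusted p under 0.05) and DESeq2 68. Within the later set alone (4 unfused, 5 fused) edgeR passed 0 of 2582 (271 unadjusted) and DESeq2 215, and within the earlier set (7 unfused, 4 fused) both passed 0, with 63 of 3726 at an unadjusted p under 0.05 by edgeR. The 8-library transcripts kept their direction in 390 of the 435 tested over all 20 libraries (89.7%, median log2 fold change 0.85 when signed by that direction). They kept it in 283 of the 364 tested within the later set (77.7%, 1.00) and in 276 of 436 within the earlier set (63.3%, 0.196). Each of these fits holds libraries of the 8 that chose the transcripts, so part of the kept direction is due to that choice. On simulated data of the later set, edgeR recovered 19.4% of log2 changes of 4 and 39.4% of changes of 6.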

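In 420 of the 444 transcripts every unfused library lay on one side of every fused library, 230 of them higher in unfused and 190 higher in fused cells. Among all transcripts tested, 780 showed no overlap. Chance gives 2.86% for 4 against 4 libraries grouped without regard to expression, whereas the paper chose these 8 by how they clustered. Leaving out 1 of the 8 libraries at a time left between 327 of the 444 (without YT29) and 364 (without YT15) past the test in the same direction.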

The clustered heatmap of all DEGs that were identified between the unfused and fused conditions was generated using transformed normalized counts from DESeq2 R package and showed a correlative pattern of upregulation (downregulation) between the two conditions across all samples analyzed (Fig 3).

**Fig 2:**
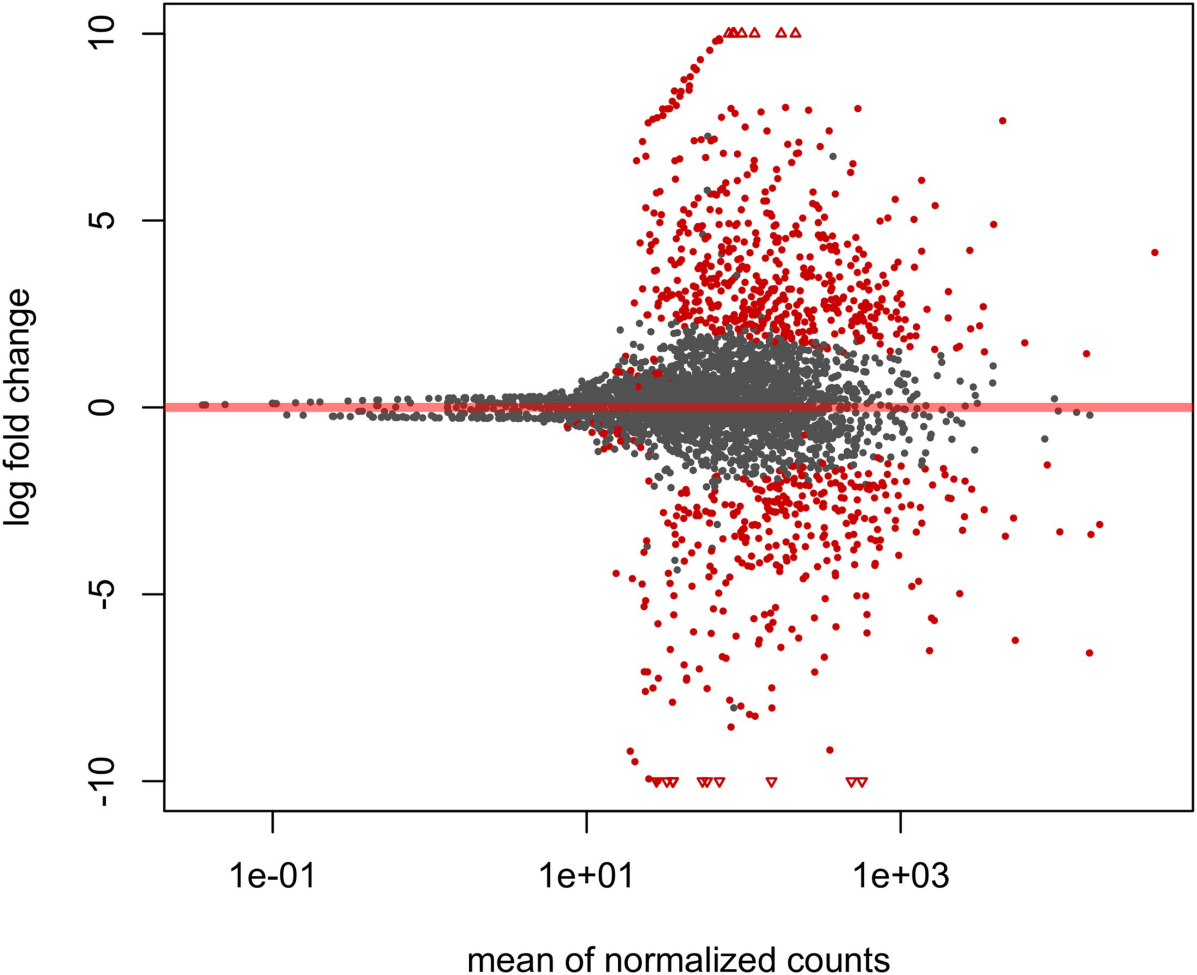
MA plot of the two experimental conditions (unfused vs. fused) in terms of log2 fold change and normalized counts. The log2 FC in the y-axis were shrunken to remove the noise from low count genes. The average of the counts normalized by size factor generated in DESeq2 is shown on the x-axis. Points with adjusted p value less than 0.05 are shown as red colors, which is our criterion for differentially expressed genes (DEGs) identification. Points that fell out of the window are plotted as open triangles.

**Fig 3:**
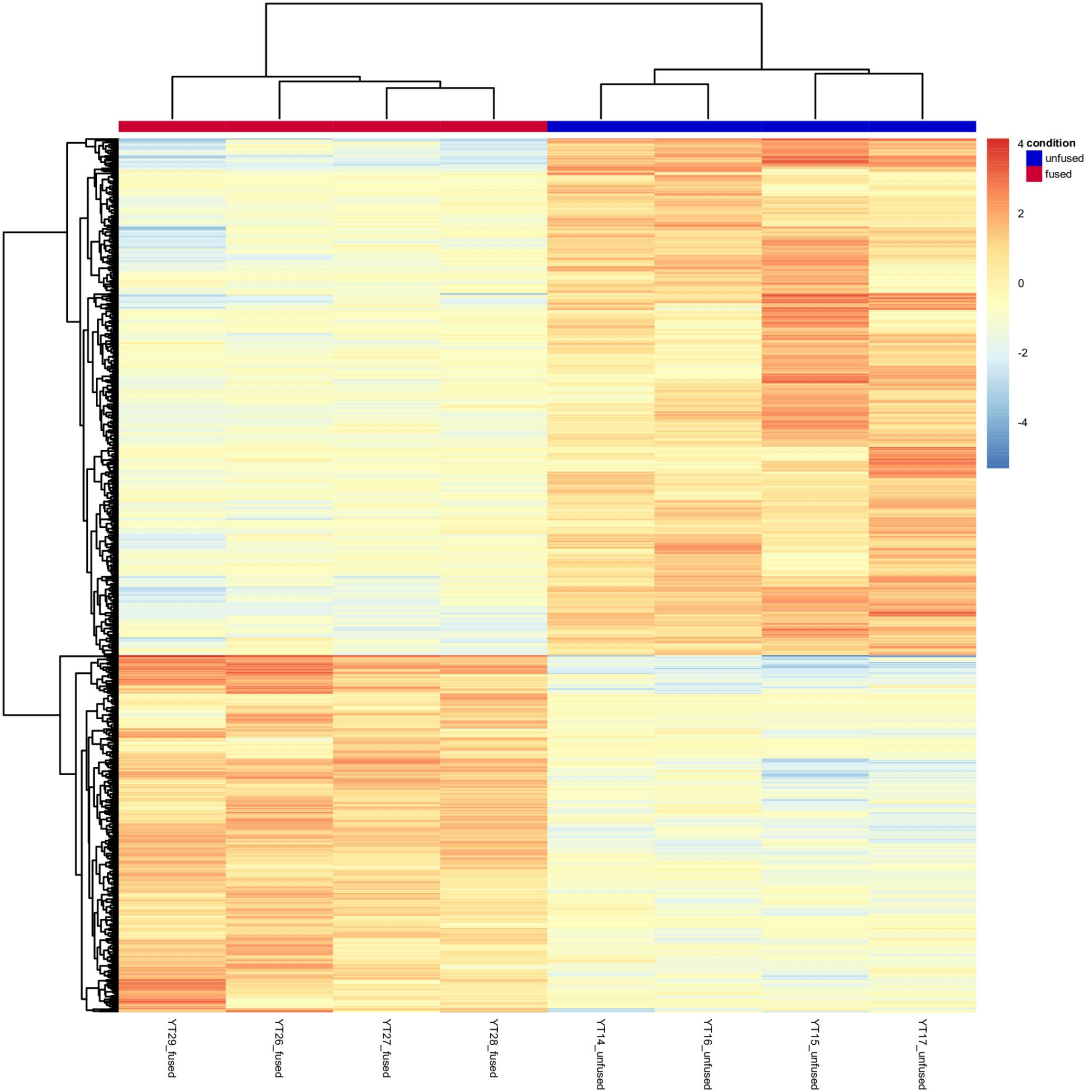
Clustered heatmap of all (881) differentially expressed genes (DEGs) identified between unfused (YT14-YT17) and fused (YT26-YT29) quadruplet samples. The color scale from red (highly expressed) to blue (low expression) represents the transformed, normalized counts from a variance stabilizing transformation.

A closer examination of the expression data structure from our initial analyses revealed a potentially third data cluster (YT24, YT25, and YT30) between unfused and fused sample conditions (S1 Table, S2 Fig). This cluster likely represents an intermediate condition between the unfused and fused conditions. This observation is consistent with our previous report on the life cycle of *Cochliopodium* that undergoes a steady state of fusion and fission when growing in high density [16]. 

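Intermediate libraries YT24, YT25 (both labelled unfused) and YT30 (labelled fused) lay near one group in some genes and near the other in others, by single values without a test. Actin took 16.64% of counts in YT24 and 13.65% in YT25, above all 4 unfused libraries, and 2.307% in YT30, above all 4 fused ones. Myo2, a myosin heavy chain, stood at 1830, 1353 and 745 CPM in the same order. All 3 are of the later set, as are the fused libraries; no library of the earlier set was assigned to the intermediate group. The paper proposes that this cluster is a condition between unfused and fused cells, since cells were collected while fusing and dividing.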

Our samples were collected during the active fusion/fission stage and hence some samples might represent intermediate stages despite their cell sizes. To examine the potential role of the intermediate stage in the life cycle of *Cochliopodium*, DGE analysis was performed for a three-conditions experiment (unfused, intermediate and fused) each represented with three replicates (S2 Fig). In this analysis, a total of 738 DEGs were identified among the three conditions as shown in the Venn diagram of the S3 Fig. Among all the DEGs, three separable groups with 113, 54, and 275 DEGs, respectively, were unique for each of the 2 comparisons (see S3 Fig). 

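The three-condition fit took 11 libraries, unfused YT14 to YT17, intermediate YT24, YT25 and YT30 and fused YT26 to YT29, with 1 estimate of the spread for all of them. Fold changes of S2 Table could be matched over 16 choices of 3 unfused and 3 fused libraries. Only the choice without YT14 and YT27 matched, with a largest difference of 8.87e-06; the next choice differed by up to 3.79. The paper's own 9 libraries were therefore YT15 to YT17, YT24, YT25, YT30, YT26, YT28 and YT29, and counts over them are given beside those of the 11. The intermediate libraries held 698115 to 1097196 counts (median 906360). The test, normalization and thresholds were those of the two-condition comparison, on 3509 transcripts. On simulated data of this fit, edgeR recovered 20.9% of log2 changes of 4 and 63.6% of changes of 6 between unfused and fused libraries.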

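Over the paper's 9 libraries, 104 transcripts passed edgeR's quasi-likelihood test in at least 1 of the 3 comparisons, 80 of them only between unfused and fused. Over the 11 libraries 298 passed, 244 only between unfused and fused, 2 only between unfused and intermediate and 11 only between intermediate and fused; 1 passed in all 3. DESeq2 over the 11 libraries passed 901, with 369, 108 and 70 in only 1 comparison. The comparisons share libraries, so their overlap was set beside chance. Between unfused against fused and unfused against intermediate, 8 transcripts passed both in the same direction. Independent lists of those sizes would share 0.396. The 20 simulations with no change gave 0, but no group differs in them, so they do not show what shared libraries add where groups differ. With the unfused libraries split between the 2 comparisons the overlap was 1 to 8 over 6 splits. Between unfused against fused and intermediate against fused it was 32 (simulated 0, independent lists 1.98, split fused libraries 3 to 4).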

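In the 11-library fit, 161 transcripts were higher in unfused and 123 higher in fused libraries by edgeR. Between unfused and intermediate, 1 was higher in unfused and 10 were higher in intermediate libraries. Between intermediate and fused, 37 were higher in intermediate and 8 higher in fused libraries. At an unadjusted p under 0.05 the 3 comparisons held 767, 534 and 569 transcripts. DESeq2 passed 387 and 256 in the first comparison, 196 and 116 in the second, and 150 and 156 in the third.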

In specific, there were 287 transcripts upregulated and 229 transcripts down regulated between unfused and fused stages, while 152 transcripts and 141 transcripts were up- and down-regulated in the unfused versus intermediate stage (S3 Fig). Comparison between intermediate and fused stage revealed a lower number of DEGs than the above two comparisons, with 131 and 95 transcripts up- and down-regulated, respectively, which indicates the intermediate stage shared more similarity with the fused stage. This is also illustrated in the clustered heatmap of the 738 DEGs (S4 Fig). It can also be said that the intermediate samples exhibited an amalgamation of expression patterns between the unfused and fused conditions serving as a transitional stage. That is, a set of DEGs are experiencing a gradual increase or decrease in their expression level between unfused and fused states (S4 Fig).

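Myo2, the myosin heavy chain, is an example of a gene that separates intermediate from fused libraries. It averaged 2010 CPM in unfused libraries (SD 1310, n = 4) and 124 in fused ones (SD 76.7, n = 4). In the 11-library fit its log2 fold change was 0.56 between unfused and intermediate libraries (adjusted p = 0.798 from edgeR's quasi-likelihood test) and 3.54 between intermediate and fused libraries (adjusted p = 0.0281, same test). Over the paper's 9 libraries, edgeR passed 11 transcripts between unfused and intermediate and 14 between intermediate and fused libraries, DESeq2 237 and 198, and DESeq2 with the settings that match S2 Table 293 and 226. Over the 11 libraries the counts were 11 and 45 by edgeR and 312 and 306 by DESeq2. The order of the edgeR counts turned when 1 fused library was left out, to 11 and 9 without YT26 and 13 and 7 without YT29, and stayed without YT30 (25 and 112). Which group the intermediate libraries share more with is therefore not settled by these counts. From its lower count between intermediate and fused cells than in the other comparisons, the paper reasons that the intermediate stage shared more with the fused stage.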

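Of the 444 transcripts that separated unfused from fused libraries, 365 (82.2%) had a mean log2 CPM in the 3 intermediate libraries between the means of the unfused and fused groups. In 47 the intermediate mean lay beyond the unfused group and in 32 beyond the fused group. The median position was 0.436 from unfused (0) to fused (1), with 250 transcripts nearer the unfused mean and 194 nearer the fused one. Over DESeq2's transcripts 72.5% lay between, at a median position of 0.496. Actin lay beyond the unfused group in 2 of the 3 libraries. Lying between is not particular to these 3, since the transcripts were chosen for a wide gap. The 9 libraries in neither comparison of the paper also stood between, at 0.112 to 0.848 on the axis.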

### Expression of meiosis and sexual related genes

We examined the expression of the genes previously determined to be involved in sexual development of *Cochliopodium* and other microbial eukaryotes among different sampling conditions [11, 13–15]. 

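In the copy of S2 Table used here, 63 genes carry a transcript number, and they stand for 54 distinct transcripts, since paralogs such as Msh4 and Msh5 share 1. Counts of such a transcript cannot be split between the gene names. For 62 genes the two-condition fold change of S2 Table was matched by the transcript in this row order of the files, with a largest difference of 5.33e-06. For 30 of the 54 transcripts the protein name in the files carries the ortholog group that S2 Table gives, and for 24 it does not. Between unfused and fused libraries, 50 of the genes (43 transcripts) had enough counts for edgeR's test and 13 did not.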

The gene inventory conducted in all of our samples showed that 68% (64) of the 94 genes inventoried were present (S2 Table). Gene clustering of the 64 detected DEGs was performed using a transformed, normalized counts from variance stabilizing transformation generated in the DESeq2 package (Fig 4). The genes were categorized based on the role they play in sexual development. These include meiosis, plasmogamy, karyogamy and other sexual and developmental related processes (Fig 4, S2 Table). Results of the DGE analysis for all these genes were shown in supplementary S2 Table with the log2 FC and adjusted p-value for each detected gene between unfused and fused conditions. We also included the results from comparisons that included an intermediate stage to explore our data in depth.

**Fig 4:**
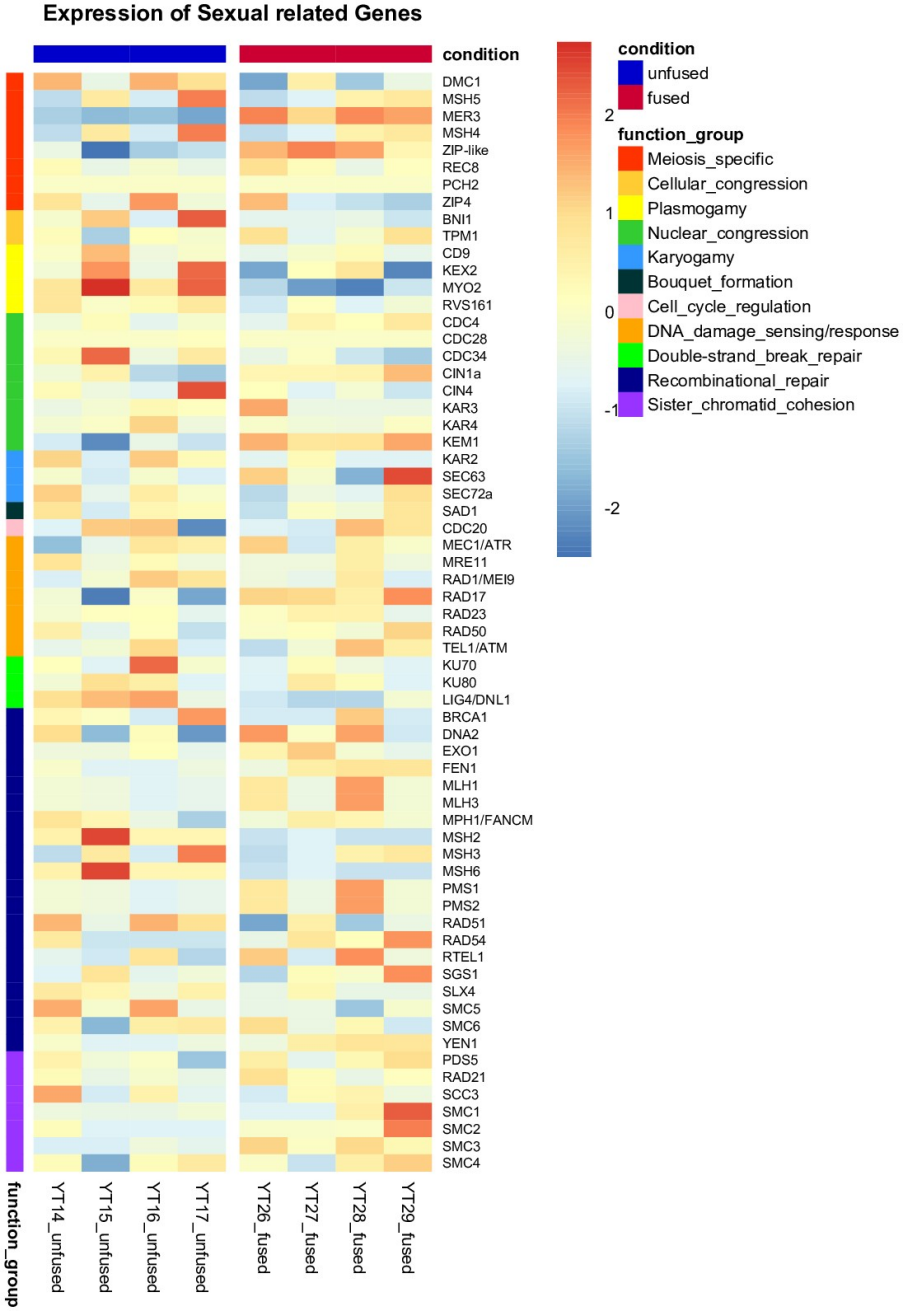
Heatmap of 64 genes (meiosis and sexual related) grouped according to their functional categories in unfused (YT14-YT17) and fused (YT26-YT29) quadruplet samples. The heatmap was generated by centering the values across samples and thus shows the deviation of each gene in each sample using the data set from the DESeq2 package. The color-scale from red (highly expressed) to blue (low expression) represents the transformed, normalized counts from variance stabilizing transformation. Functional categories are shown in the color-coded annotation bar.

Among all the sexual related genes available for expression examination, 33 of the 64 genes analyzed were upregulated in fused cells, while unfused cells had 30 of these genes upregulated (see S2 Table for adjusted p-value for each gene). 

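Of the sexual genes tested, 27 were higher in unfused and 23 in fused cells by edgeR's estimate regardless of p, and DESeq2, which gives an estimate for more of them, put 30 and 32. By distinct transcript the counts were 23 and 20 by edgeR and 26 and 27 by DESeq2. At the thresholds of the test, 3 names (3 transcripts) were higher in fused and 3 names (2 transcripts) in unfused cells, and the counts were the same adjusted over the list alone. DESeq2 passed 6 and 3. The study chose this list from earlier work and not from these libraries, while it did choose the 8 libraries by their clustering. The unfused libraries are all of the earlier set and the fused ones all of the later set; within the later set 0 of these transcripts passed edgeR's test.

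**Figure D2:**
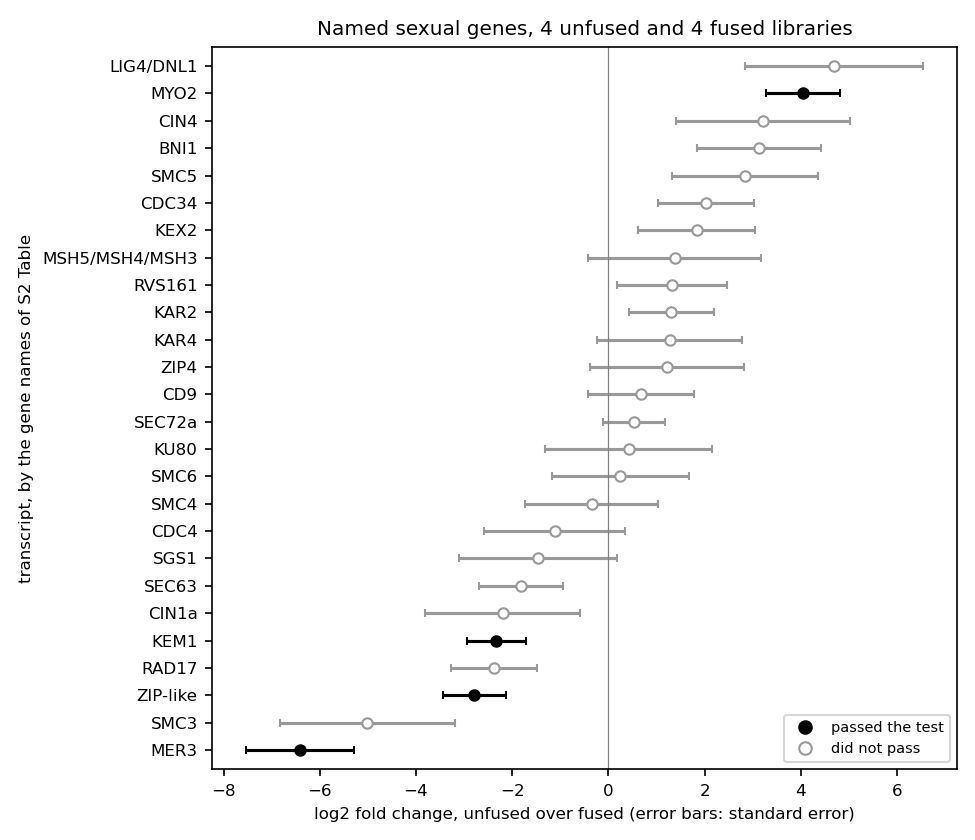
Log2 fold change, unfused over fused, of the sexual transcripts named here that were tested, with standard errors as bars (4 libraries against 4). Filled points passed edgeR's test and open points did not; Myo2 is filled on the unfused side, and Mer3, the Zip-like gene and Kem1 on the fused side.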

One of the meiosis specific genes, Pch2, had no result due to its low expression (S2 Table). 

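Pch2, a meiotic checkpoint gene (N5_1966, matched to thyroid receptor-interacting protein 13), had 0 counts in all 8 libraries, which allows up to 0.317 CPM over their summed totals. It was counted in 8 of the 20 libraries, with 937 counts in all. Among fused libraries, YT13 held 251, YT18 58, YT19 148 and YT20 119, and among unfused libraries YT07 held 16, YT12 319, YT22 1 and YT24 25. All 4 fused libraries of the earlier set and none of the 5 of the later set held a count of it, a difference that was not tested. These are raw counts, and the totals of the libraries with a count ran from 233607 (unfused YT07) to 10945988 (fused YT13). They therefore do not rank the libraries.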

Among the 33 upregulated genes in fused samples, six were significant with threshold of adjusted p-value of 0.05 (S2 Table). These include genes that are involved in meiosis (Mer3 and Zip1-like), nuclear congression (Kem1), DNA damage sensing (Rad17) and sister chromatid cohesion (Smc1/3) (Table 1, S2 Table, Fig 4). 

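Mer3, a helicase of meiotic crossover formation, rose most among the sexual genes in fused cells. It averaged 6.37 CPM (SD 5.18, n = 4) in unfused and 539 (SD 148, n = 4) in fused libraries, a log2 fold change of -6.41 (SE 1.12, adjusted p = 0.000783 from edgeR's quasi-likelihood test). The Zip-like gene (N5_1885), listed with the synaptonemal complex genes, averaged 661 (SD 404) and 4570 (SD 2080), a log2 fold change of -2.79 (SE 0.654, adjusted p = 0.00635, same test). Its protein match in the files is a viral A-type inclusion protein. Kem1, the 5'-3' exoribonuclease, averaged 638 (SD 330) and 3210 (SD 645), a log2 fold change of -2.33 (SE 0.615, adjusted p = 0.0125, same test). Every fused library lay above every unfused one for each of these 3. The DNA damage sensor Rad17 stood at 169 (SD 168) and 882 (SD 336) CPM and the cohesin subunit Smc3 at 13 and 120 counts in all. Their log2 fold changes of -2.38 (SE 0.885, adjusted p = 0.0771) and -5.01 (SE 1.82, adjusted p = 0.0697) did not pass edgeR's test and passed DESeq2's (adjusted p = 0.0343 and 0.012). The transcript listed for Rad17 (N5_2573) is matched to a replication factor RFC1 C-terminal domain protein. Its ortholog group is OG5_127465, while the paper lists Rad17 under OG5_129387. Smc1, with 20 and 68 counts, was under edgeR's filter and had an adjusted p of 0.0268 by DESeq2. It was counted in all 4 unfused libraries and in 2 of the 4 fused ones (fused mean 73.5 CPM, SD 125). With 10-cell libraries only and with the replicate block Kem1 no longer passed edgeR's test. For the later set alone, log2 fold changes were -0.62 for the Zip-like gene and -1.81 for Kem1, neither past the test.

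**Figure D3:**
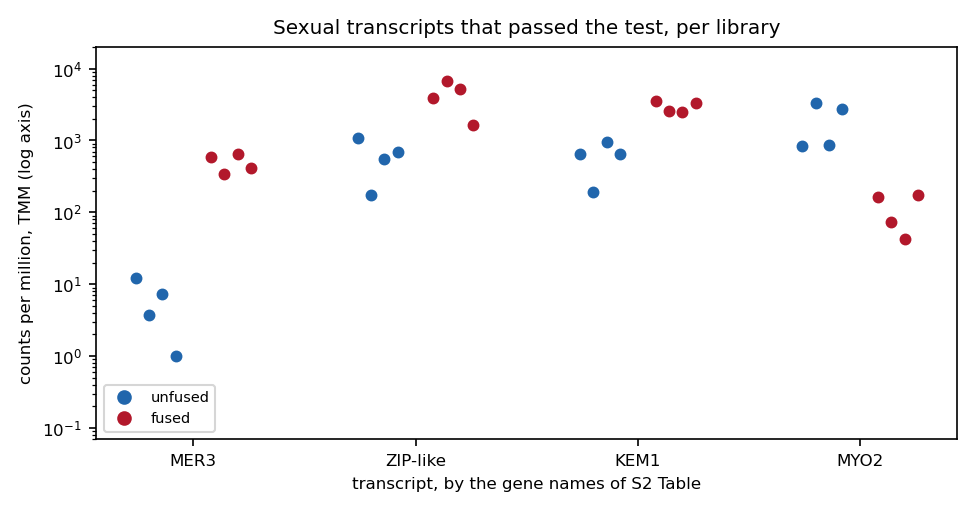
CPM (log axis) of Mer3, the Zip-like gene, Kem1 and Myo2, which passed edgeR's test, in each of the 4 unfused (blue) and 4 fused (red) libraries. For each transcript the 2 groups do not overlap.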

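Among the sexual genes named here, Myo2 (N5_825), the myosin heavy chain of the plasmogamy genes, was the clearest one higher in unfused cells. It had a log2 fold change of 4.04 (SE 0.773, adjusted p = 0.00167 from edgeR's quasi-likelihood test) and no overlap between the groups. The formin Bni1 had a log2 fold change of 3.13 (SE 1.28, adjusted p = 0.109), the ligase gene Lig4/Dnl1 4.69 (SE 1.85, adjusted p = 0.0946; 923 against 5 counts) and Smc5 2.84 (SE 1.51, adjusted p = 0.226), none of which passed edgeR's test. DESeq2's adjusted p was 0.0161 for Bni1, 0.00937 for Lig4/Dnl1 and 0.0866 for Smc5. The Lig4/Dnl1 transcript is matched in the files to a poly ADP-ribosyl transferase. The unfused libraries are of the earlier set and the fused ones of the later set; within the later set Myo2 stood at 2.34 (adjusted p = 0.474) and Bni1 at 3.32 (adjusted p = 0.395), from the same test.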

In unfused samples, five of the 30 upregulated genes were significant (S2 Table), which includes cellular congression (Bni1), plasmogamy (Myo2), double-strand break repair (Lig4/Dnl1) and recombinational repair (Smc5, Msh2, Msh6) (Fig 4, S2 Table). When looking into the expression for each functional category, all four genes involved in plasmogamy and some genes involved in double-strand break repair had upregulation in the unfused condition samples; albeit, most of them didn’t pass the significance threshold (Fig 4, S2 Table). 

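Each of the 4 plasmogamy transcripts had a positive log2 fold change (higher in unfused), and 1, Myo2, passed the test. The tetraspanin Cd9 stood at 0.67 (SE 1.10, adjusted p = 0.742), the proprotein convertase Kex2 at 1.83 (SE 1.22, adjusted p = 0.348) and the BAR domain protein Rvs161 at 1.32 (SE 1.15, adjusted p = 0.485), by edgeR's quasi-likelihood test. Among later libraries Cd9 stood at -0.02, Kex2 at 2.92 and Rvs161 at -2.26, again without passing. Of 3 double-strand break repair transcripts, 3 were higher in unfused cells by DESeq2's estimate and 0 passed edgeR's test.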

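Among 15 transcripts of recombinational repair, 7 were higher in unfused and 8 in fused cells by DESeq2's estimate, with a median log2 fold change of -0.04. By edgeR's test 1 of them passed, on the unfused side. Among 7 transcripts of sister chromatid cohesion, 6 were higher in fused cells, with a median of -2.15. None of these passed edgeR's test. By the same estimate, 3 transcripts of the meiosis specific genes were higher on each side. The cell cycle genes split 3 to 4 for unfused and fused cells, and the 1 bouquet transcript had a log2 fold change of 0.48. Of the 2 cellular congression transcripts, 1 was higher on each side.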

Upregulation of genes in recombinational repair and sister chromatid cohesion categories were more prominent in fused samples, most of them with padj >0.05 (S2 Table). The expression pattern of some detected meiosis genes (e.g. Pch2) and other genes in S2 Table could not be analyzed due to low expression among samples or their lack in the reference transcriptome (e.g. Spo11). 

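The 10 groups of sexual genes were tested as sets over the 8 libraries. They were drawn from the paper's text and S2 Table and fixed before the counts were opened. The paper's fold changes for these genes, from the same 8 libraries, were known by then, so these tests are not independent of them. The 6 tested class I crossover transcripts had a median log2 fold change of -1.92. They moved on balance toward fused cells by fry (adjusted p = 0.00202), which asks whether a set's genes move one way and does not compare them with other genes. Nuclear congression also moved toward fused cells by fry (adjusted p = 0.00537), although the median of its 6 transcripts was 0.08. The meiosis specific set had an adjusted p of 0.0589 by fry toward fused cells with a median of 1.22, plasmogamy 0.0762 toward unfused cells and cohesin 0.172 toward fused cells. Sister chromatid cohesion had 0.193 (toward fused cells), nonhomologous end joining 0.452 and karyogamy 0.585 (both toward unfused cells). Recombinational repair had 0.676, toward fused cells with a median of 0.25. By fry's mixed test, which counts changes in either direction, class I crossover and meiosis specific genes had an adjusted p of 0.000578 and nuclear congression 0.00446. Against all other transcripts, by camera, none of the 10 sets stood apart (lowest adjusted p = 0.455, or 0.704 with an estimated correlation). The 4 unfused libraries of this test are all of the earlier library set and the 4 fused ones all of the later. The paper states, as a general trend, that the genes higher in fused cells have a role in sexual development.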

In general, we saw an overall trend that differentially expressed (upregulated) genes in the fused condition play an important role in sexual development. However, some meiosis specific genes such as Msh4/5 and Dmc1 were observed to be upregulated, without statistical significance, in some of the unfused cell samples (S2 Table).

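Msh4 and Msh5, the meiotic mismatch repair homologs, share 1 transcript (N5_1332) with Msh3. Its ortholog group, OG5_130351, is the one S2 Table lists for Msh3, and not those of Msh4 (OG5_130077) or Msh5 (OG5_129379). The transcript stands in the meiosis specific and class I crossover sets by the Msh4 and Msh5 names. N5_1332 held 1008 counts in the unfused and 68 in the fused libraries, 98.6 CPM (SD 154, n = 4) against 38.5 (SD 42.9, n = 4). The largest part of the unfused counts, 914, came from YT17. Its log2 fold change was 1.38 (SE 1.80, adjusted p = 0.671 from edgeR's quasi-likelihood test).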

**Table 1:** Expression results of meiosis specific genes in different group comparisons in terms of Log FC (bold significant) and Padj values.

meiosis specific genes	OG5_no	2Conditions_Unfused vs. Fused		3Conditions_Fused vs. Middle		3Conditions_Unfused vs. Middle	
		Log FC	Padj	Log FC	Padj	Log FC	Padj
**Dmc1**	OG5_126834	2.222450881	0.189492051	-3.832435	0.16088331	-0.1639937	0.979877097
**Msh5**	OG5_129379	1.37126777	0.632927864	**7.383354**	**0.04214231**	**8.8304025**	**0.006747834**
**Mer3**	OG5_129931	**-6.410479585**	**2.62E-11**	3.605149	0.06572329	-3.5057863	0.079603216
**Msh4**	OG5_130077	1.37126777	0.632927864	**7.383354**	**0.04214231**	**8.8304025**	**0.006747834**
**Zip1-like**	OG5_171209	**-2.749784**	**1.17E-03**	0.165884	0.98243318	-2.7213578	0.191818306
**Zip4**	OG5_142513	1.0839989	0.669460262	0.3876504	0.9682766	1.1420293	1.1420293
**Rec8**	OG5_150817	-2.141873391	0.629706156	-1.803302	0.83524684	-6.1878772	0.238359573
**Pch2**	OG5_128995	NA*	NA*	-5.220943	0.52161838	-7.5236607	0.264510855

* NA was observed when baseMean values from DESeq2 were 0 with the samples in the test.

### Functional annotation of DEGs

Blast2GO was applied to perform functional annotation of the two sets of DEGs identified among the unfused (521 genes) and fused (360 genes) samples. Three GO categories (Molecular function, Biological process, Cellular components) were inferred by mapping the sequence information to existing annotation sources. Based on these analyses, we were able to identify key functional categories that can be used to inform about sexual development in *Cochliopodium* (S7–S9 Figs). 

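Transcripts for ribosome biogenesis, the nucleolar assembly of ribosomes, were the group most often higher in fused cells: 12 of 25 tested (48%) against 6.53% of all transcripts, and 0 higher in unfused cells (Fisher's exact test, adjusted p = 5.27e-07 over 50 tests). Midasin (N5_2011), which remodels the large subunit, stood at 349 CPM (SD 502, n = 4) in unfused and 38000 (SD 9290, n = 4) in fused libraries, a log2 fold change of -6.76 (SE 0.996, adjusted p = 0.000163 from edgeR's quasi-likelihood test). BMS1-like (N5_1188), a factor of the small subunit, had -5.96 (SE 0.957, adjusted p = 0.000437, same test). Helicases had 9 of 32 higher in fused cells (28.1%, Fisher's exact test, adjusted p = 0.00168), among them a nucleolar RNA helicase 2-like transcript (N5_439) at -7.22 (SE 1.19, adjusted p = 0.000485 from edgeR's quasi-likelihood test). The CHD8-like chromatin helicase (N5_730) had 0 counts in unfused libraries and was at least 113-fold higher in fused ones. Of 10 RNA polymerase transcripts 3 were higher in fused cells, such as the largest subunit of polymerase I (N5_357, -2.55, SE 0.686, adjusted p = 0.0143, same test). Of 9 for nuclear pore and import 2 were, both importins (importin beta-3, N5_1642, -6.15). Chromatin and histone modification had 3 of 24 higher in fused and 1 in unfused cells, and DNA replication and repair 0 of 19 on either side by edgeR. None of these 4 groups passed Fisher's exact test. Of the 43 DNA replication and repair transcripts only 19 had enough counts to be tested, and their median was -0.942. By camera, ribosome biogenesis (median -3.69) and helicases (median -2.05) moved together against other transcripts (adjusted p = 6.17e-13 and 5e-08) and still with an estimated correlation (adjusted p = 0.0275 for both). Chromatin (adjusted p = 0.0166) and RNA polymerases (adjusted p = 0.0218) did not with an estimated correlation (adjusted p = 0.22 and 0.175). The fused libraries here are all of the later set and the unfused ones all of the earlier; within the later set the medians were -0.94 for ribosome biogenesis and -0.46 for helicases, and 0 members passed. The groups rest on words in the protein names that the files carry and were set after those names were read, and members named here and at the other groups were chosen after their values were seen. Groups can share members, so they are not separate evidence. The chromatin transcripts higher in fused cells are all counted in another group too.

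**Figure D4:**
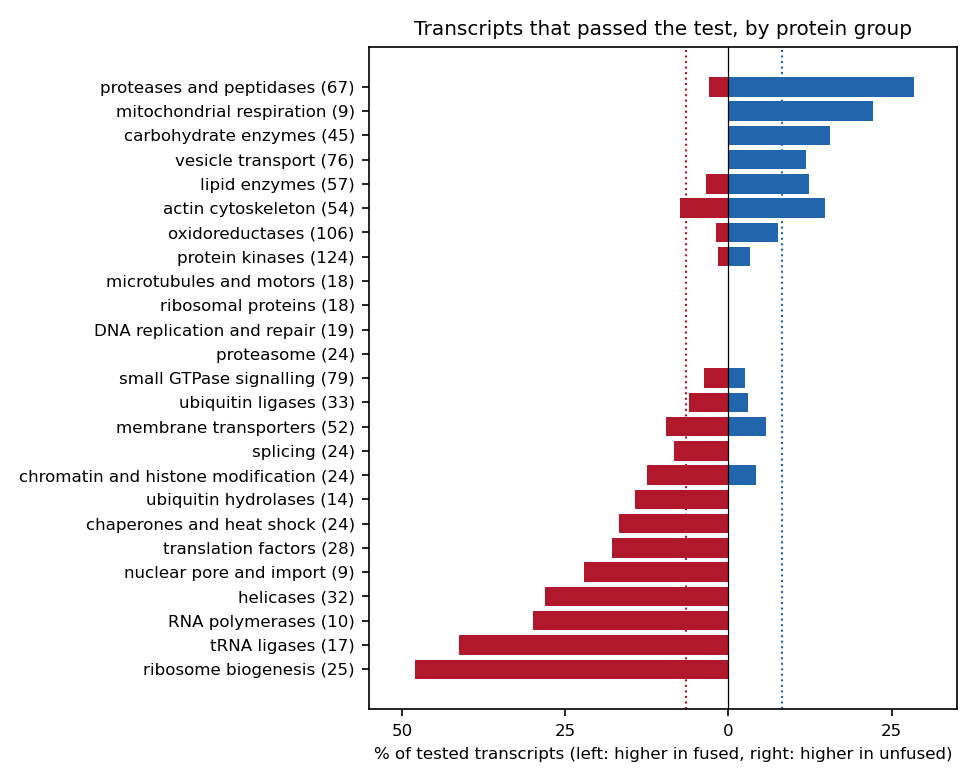
Share of tested transcripts of each protein group that passed edgeR's test between 4 unfused and 4 fused libraries, in percent, to the left for higher in fused and to the right for higher in unfused cells; the number tested is in brackets and dotted lines mark the shares over all transcripts. Ribosome biogenesis reaches 48% on the fused side and proteases and peptidases 28.4% on the unfused side.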

GO category representations in fused samples were dominated by nucleic acid (DNA) metabolism, nucleus and associated nuclear components (chromosome, nuclear pore, nucleolus), RNA processing, ATP binding and helicase activities. These are based on the most frequent GO terms and sequence distribution for each GO category (S7–S9 Figs). In addition, the fused samples consisted of some notable functional categories directly or indirectly related to sexual development (cell division) including ligase, histone acetylation, peroxisome fission (PHD-finger protein) and MCM complex (S7–S9 Figs). Enzyme Class (EC) distribution comparison of the two sets of DEGs showed that all the enzyme classes had more sequences in unfused samples than in fused samples, except for the EC class Ligases (Fig 5). 

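Ligases that charge tRNA with amino acids were higher in fused cells in 7 of 17 transcripts (41.2%) and in unfused cells in 0, against 6.53% of all transcripts on the fused side (Fisher's exact test, adjusted p = 0.000839). The transcript for tryptophan (N5_401) had a log2 fold change of -6.56 (SE 1.70, adjusted p = 0.0113 from edgeR's quasi-likelihood test), that for cysteine (N5_3679) -4.45 (SE 0.83, adjusted p = 0.00139) and that for alanine (N5_2456) -1.99 (SE 0.611, adjusted p = 0.0302), all higher in fused cells. All 17 had a negative estimate, with a median of -2.13. Camera's adjusted p was 1.52e-06, and the call was lost with an estimated correlation (adjusted p = 0.175 with an estimated correlation). The stages differ in library set as well; within the later set the median was -1.58, with an adjusted p of 0.000401 by camera and 0.367 with an estimated correlation, and 0 members passed edgeR's test.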

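Of 33 ubiquitin ligase transcripts, 2 were higher in fused and 1 in unfused cells. An RKP-like E3 ligase (N5_384) had a log2 fold change of -4.13 (SE 1.03, adjusted p = 0.00915 from edgeR's quasi-likelihood test) and HERC4 (N5_599), also an E3 ligase, -2.52 (SE 0.733, adjusted p = 0.0219), both higher in fused cells. An ariadne transcript (N5_973), of another E3 family, had 5.27 (SE 1.28, adjusted p = 0.00805), higher in unfused cells. The group's median was 0.05, while its test leaned the other way (camera, adjusted p = 0.78). Neither side was past Fisher's exact test (adjusted p = 1 for fused and 0.719 for unfused). The fused libraries are of the later set and the unfused of the earlier; within the later set the group's median was -0.25.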

Various ligase enzymes were identified in fused samples including E3 ubiquitin-protein ligase previously shown to play a role in sexual development [47]. 

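None of 5 groups of metabolism, transport and cytoskeleton passed Fisher's exact test on the unfused side, where 8.26% of all transcripts passed edgeR's test. Carbohydrate enzymes were higher in unfused cells in 7 of 45 and in fused cells in 0, among them the glycolytic enzyme enolase (N5_1239, log2 fold change 3.07, SE 0.685, adjusted p = 0.00466 from edgeR's quasi-likelihood test) and a beta-amylase (N5_1370, 6.91, SE 1.59, adjusted p = 0.00553). Lipid enzymes split 7 to 2 of 57, with lipase A (N5_1913) at 5.72 (SE 1.17, adjusted p = 0.00263, same test). Oxidoreductases split 8 to 2 of 106, or 7.55% on the unfused side; an aldose reductase-like transcript (N5_2862) was at least 90.6-fold higher in unfused cells, and cytoplasmic malate dehydrogenase (N5_2178) had 5.36. Vesicle transport had 9 of 76 higher in unfused and 0 in fused cells, such as clathrin heavy chain (N5_3314, 3.03, SE 0.728, adjusted p = 0.00744) and the translocon subunit Sec61 alpha (N5_1123, 8.23, SE 1.17, adjusted p = 0.000129). The actin cytoskeleton split 8 to 4 of 54, with the bundling protein fimbrin (N5_662) at 6.76 (SE 1.16, adjusted p = 0.000673, same test) against a myosin-VIIa (N5_430) at -3.16. By camera, carbohydrate enzymes (median 1.92, adjusted p = 0.0218) and vesicle transport (median 1.37, adjusted p = 0.024) passed, and both were lost with an estimated correlation (adjusted p = 0.151 and 0.284). Unfused libraries are of the earlier set and fused of the later; within the later set the medians were -0.18 for carbohydrate and 0.25 for lipid enzymes, 0.71 for oxidoreductases, 0.26 for vesicle transport and 0.36 for the actin cytoskeleton.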

GO category representations in unfused samples were mostly dominated with metabolic activities (carbohydrate, lipid and protein), oxidation-reduction processes, vesicle transport, cytoskeleton and cellular and intracellular movements (S7–S9 Figs). 

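Proteases and peptidases were the group most often higher in unfused cells, with 19 of 67 transcripts (28.4%) against 8.26% of all transcripts and 2 higher in fused cells (Fisher's exact test on the unfused side, adjusted p = 2.18e-05). Lysosomal cathepsins lead it. A cathepsin L (N5_2605) stood at 10300 CPM (SD 1500, n = 4) in unfused and 49.8 (SD 44.8, n = 4) in fused libraries, a log2 fold change of 7.65 (SE 0.83, adjusted p = 7.13e-06 from edgeR's quasi-likelihood test). Another cathepsin L (N5_2157) had 5.53 (SE 0.734, adjusted p = 7.44e-05) and cathepsin D (N5_1601) 4.79 (SE 1.06, adjusted p = 0.00451). Cathepsin A (N5_1346) was at least 44.8-fold and a cysteine proteinase precursor (N5_2207) at least 145-fold higher in unfused cells, with 0 counts in the fused libraries. The 2 members higher in fused cells were DEGP protease 2 (N5_818, -7.12) and lon protease 1 (N5_268, -4.91), both quality control proteases of organelles.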

Among the top functional category representations in unfused samples are proteolysis from the BP (Biological Processes) category and membrane from the CC (Cellular Components) category (S7 Fig). 

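The group of 67 proteases and peptidases had a median log2 fold change of 2.27 and moved toward unfused cells against other transcripts by camera (adjusted p = 1.65e-06). The call was lost with an estimated correlation (adjusted p = 0.22 with an estimated correlation). By fry, which does not compare the group with other transcripts, the adjusted p was 0.0104. The cathepsin L transcript N5_2539, at 8710 CPM (SD 2710, n = 4) in unfused and 284 (SD 191, n = 4) in fused libraries, shows the size of the change (log2 fold change 4.93, adjusted p = 0.000107 from edgeR's quasi-likelihood test). In these 8 libraries the library set changes with the stage. The fold changes are unfused over fused.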

Enrichment analysis showed that fused cells were abundant with GO categories of ATP binding and nucleus, while unfused cells were abundant with peptidase activity (S9 Fig).

**Fig 5:**
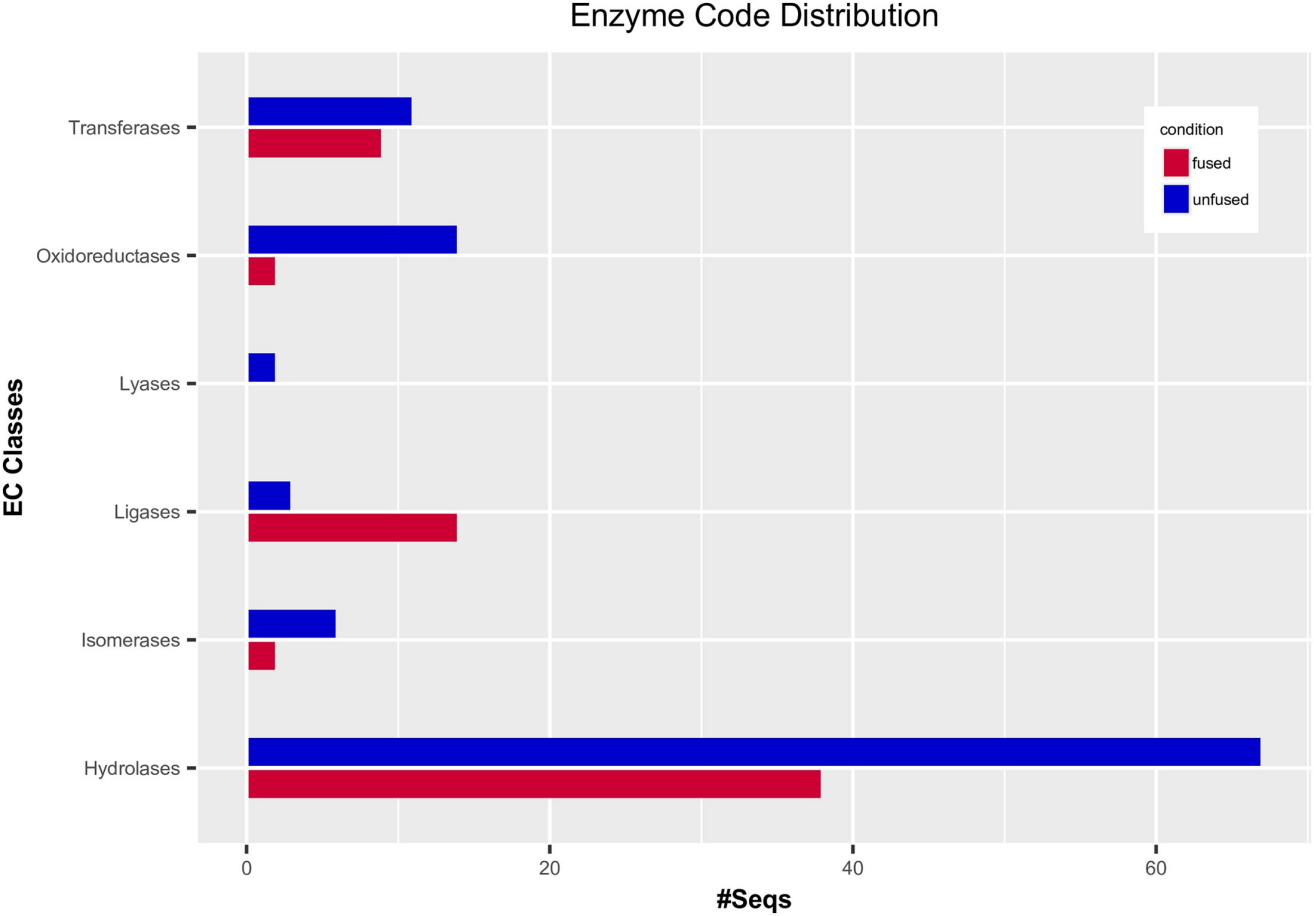
Enzyme Code (EC) distribution associated to the DEGs for unfused and fused group in terms of sequence numbers for six classes of EC derived from Blast2GO.

### Cytological detection of selected sexual DEGs

We performed RNA in situ hybridization (RNA-ISH) assay of selected genes representative of sexual development in the life cycle of *Cochliopodium*. RNA-ISH analysis gives both qualitative expression levels and spatial distribution of DEGs within intact cells. Our RNA-ISH results are mostly congruent to the DGE analysis of the selected genes. The meiosis genes, Mer3, Pch2 and Dmc1, and karyogamy gene (Kem1) were expressed mostly, but not exclusively, in fused cells (Figs 6–8A and 8B). The expression of Mer3 was the most prominent in fused cells at different stages; that is, pre-karyogamy (Fig 6A), during karyogamy (Fig 6B) and in polyploidy nuclear, post-karyogamy (Fig 6C). Mer3 was also expressed in unfused cells but at a much lower level (S10 Fig). The detection of Pch2 and Dmc1 was not as prominent as Mer3 (Fig 7). Pch2 was mostly detected in fused cells with multiple and polyploid nuclei (Fig 7C and 7D). Similarly, Dmc1 was detected mostly in fused samples but some unfused condition samples also expressed it (Fig 7A and 7B). The expression of Kem1 was noticeably visible around the nucleus periphery (Fig 8A and 8B), while the detection of Bni1 was not that prominent; it was expressed both in fused and unfused cells, but mostly in unfused cells (Fig 8C and 8D). We also attempted a colocalization (co-expression) experiment, but this experiment had many technical challenges. We were able to show that Mer3 and Dmc1 were co-expressed in fused cells (S11 Fig).

**Fig 6:**
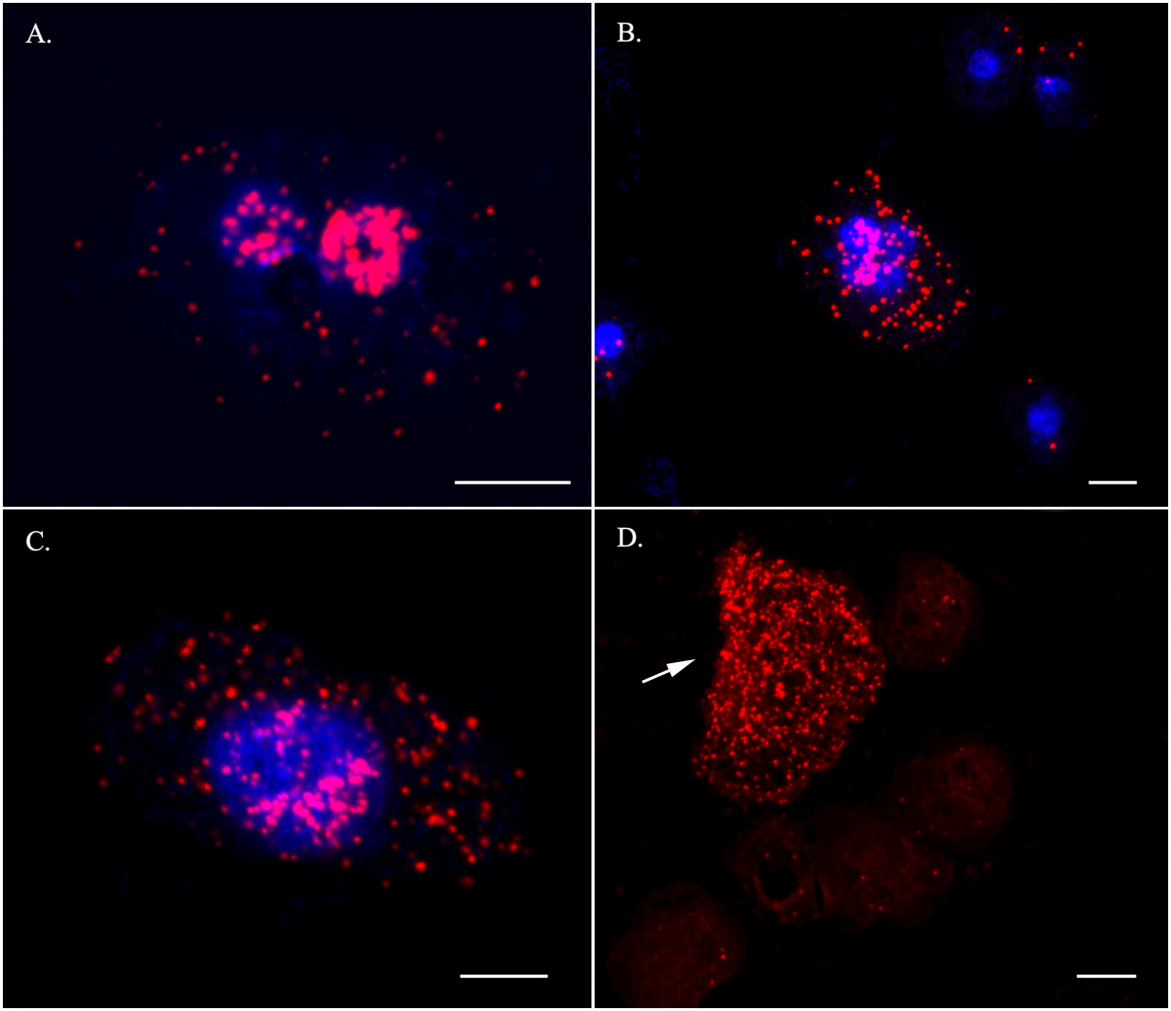
RNA-ISH staining of a meiosis specific gene, Mer3. The gene is expressed throughout the fused phases including pre-karyogamy (A), during-karyogamy (B) and post-karyogamy (C). (D) Expression levels of Mer3 in a fused (arrow) and non-fused amoeba cells (faint red staining). Red (Mer3) and Blue (DNA). Scale bar = 10 μm.

**Fig 7:**
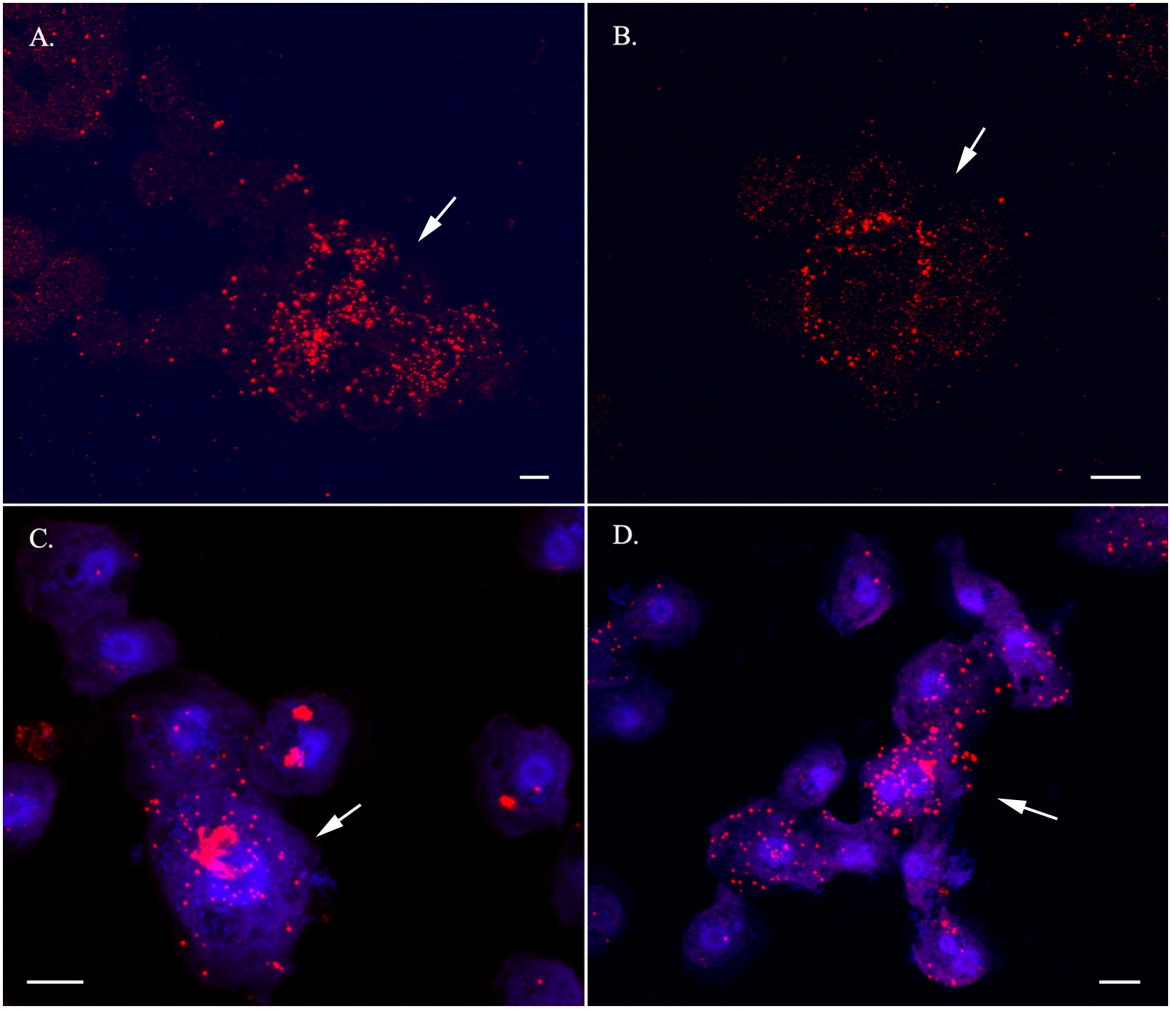
RNA-ISH staining of meiosis specific genes, Dmc1 (A-B) and Pch2 (C-D). Note high levels of expression of these genes in fused cells (arrows). Red (Mer3) and Blue (DNA). Scale bar = 10 μm.

**Fig 8:**
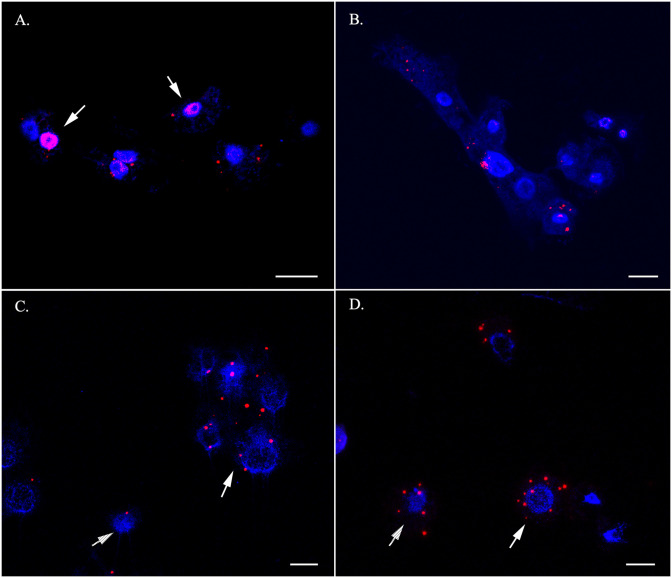
RNA-ISH staining of karyogamy, Kem1 (A-B) and plasmogamy Bni1 (C-D) genes. Note the localization of the karyogamy gene, Kem1, around nuclear periphery (A, arrows) and detection of Bni1 in fused (white arrow) and unfused (lined arrow) in C and D. Red (Mer3) and Blue (DNA). Scale bar = 10 μm.

## Discussion

### Fused cells are a sexual stage in *Cochliopodium*

The present study demonstrates that the fused cells in *Cochliopodium* both express and upregulate most of the meiosis and sexual related genes. Corroborative evidence from the cytological (RNA-ISH) study also provides spatial and temporal expression for some of these genes during the life cycle of *Cochliopodium* (Figs 6–8). Evidence for sex in a majority of amoebozoans was based on gene inventory of genomic or transcriptomic data, without supporting physical or stage specific DGE analysis [11]. Limited ultrastructural evidence for sex is available for a few non-model amoebae [25, 26, 31]. Most of the detailed genetic, DGE and cytological studies are limited to the model organism, *Dictyostelium discoideum* (e.g. [48–50]) and the pathogenic lineage, *Entamoeba* (e.g. [17, 20, 51–53]). However, both of these amoebae have dramatically different life cycles and could not be representative of the diverse life cycle observed in the supergroup: Amoebozoa. Our study is the first to report comprehensive DGE and cytological studies of sexual development in amoebae characterized by multiple cellular and nuclear fusions. The findings of this study have important implications in understanding molecular mechanisms of cryptic sexual processes in microbial eukaryotes that share similar behavior. The study of sexual processes in microbial eukaryotes has been curtailed mainly due to lack of observational evidence. This study demonstrates that *Cochliopodium* can serve as a model to understand some aspect of sexual processes shared among microbial eukaryotes due to its well-defined life cycle, tractability and suitability for genetic manipulation studies [16].

### Importance of cytological data in understanding DGE analysis in *Cochliopodium*

Our DGE analysis is largely corroborated by our RNA-ISH data for the selected sex genes. Even though most of our results from DGE and RNA-ISH were consistent with the expected sexual development of the amoeba, we observed some variations (albeit non-significant) in the DGE analysis among our samples (S2 Table). Among the variations noteworthy of mention include the detection and upregulation of meiosis specific genes in some unfused samples. These results prompted us to explore if sexual development in *Cochliopodium* occurs progressively with some intermediate stage. Our RNA-ISH results revealed some important clues that can help understand the observed variations. As shown in our three-sample condition analysis (S2–S6 Figs), sexual development likely occurs in progressive fashion in *Cochliopodium* with some unfused cells expressing sex genes. These unfused cells are likely preparing to enter the sexual stage and can be considered intermediates. This observation is supported by the detection of meiosis specific genes in our RNA-ISH staining in some unfused uninucleate cells, although these genes were consistently detected in higher numbers in fused samples (Fig 6B, S10 Fig). All of our data sources are based on transcriptome (RNAseq), the detection of these genes in unfused cells, possibly entering sexual stage, might also be attributed to the time lag between transcription and translation.

The distinction between unfused and fused cells would have been more apparent if we used proteomic data. Immunostaining of meiosis protein could give substantial informative results pertaining to the actual stage of the amoeba. Our attempt to immunostain proteins encoding SPO11 and DMC1 using commercially available antibodies was not successful. Sex genes are among the fastest evolving genes in eukaryotes [11, 14, 54]. Some sex genes that serve a similar function have evolved far beyond recognition making conventional sequence homology comparisons impractical. These genes can only be identified through a structural domain comparison or their localization in cytological studies (see [54]). Sex genes show great divergence even among closely related species. For example, the RNA-ISH probes designed for *Cochliopodium* did not yield good results in closely related species of amoebae. Proteomic research of sex genes is critical for determining sexual stages by providing physical (structural) localization of sexual stages as it occurs (e.g., synaptosomal complexes). However, this will require development of species-specific antibodies, which is challenging due to lack of genome data and the associated cost and time required to develop species-specific antibodies. With genome sequencing of many amoebae underway, a more comprehensive program of proteomic and gene manipulation experiments will be feasible in the near future, which will play an integral role in unraveling the various molecular mechanism of sexual strategies employed in the supergroup.

Another variation in DGE analysis relates to upregulation of some meiosis genes in unfused samples (Table 1, S1 Table, Fig 4). Although the upregulations of these genes (Msh5, Msh4 and Dmc1) were not significant (S2 Table), their detection in unfused samples requires an explanation. As described above, our data for unfused samples come from 5–10 cells; and hence it is likely that our unfused samples might have included a mix of cells among which some cells were preparing to enter a sexual stage. Our RNA-ISH data showed that unfused samples to some extent were observed to express meiosis genes (Fig 6B, S10 Fig). These unfused samples cannot be distinguished by cell size alone in live cultures and might partly explain the discrepancies between our DGE and RNA-ISH results. The detection of lowly expressed genes (e.g., Pch2) and a meiosis gene (Dmc1), shown to be upregulated in DGE analysis in unfused samples, were seen in our RNA-ISH to be more abundant in fused compared to unfused samples (Figs 6 and 7, S10 Fig). Our RNA-ISH results are consistent with the expected life cycle of the amoeba. Another possible explanation for the observed discrepancies between DGE and RNA-ISH could be explained by the high adjusted p-value (18.9%) of Dmc1, which can be interpreted as a false positive upregulation [44]. The cytological data greatly helped us to interpret DGE results and overcome some of the practical limitations of cell stage identification in *Cochliopodium*. Below we highlight the role of key genes, differentially expressed (detected) in our samples, in the sexual development of *Cochliopodium*.

### DGE and cytological evidence point to the main crossover pathway employed in *Cochliopodium*

One of the most significantly upregulated DEGs in fused samples is Mer3 (Table 1, Fig 4). This gene is a meiosis specific gene and a member of the ZMM group described in budding yeast [55, 56]. 

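Mer3 (N5_1377) was counted in all 8 libraries. Its CPM, with factors from all 20 libraries, were 12.3, 3.722, 7.278 and 1.01 in unfused YT14 to YT17 and 595.8, 346.9, 657.7 and 416.1 in fused YT26 to YT29, on 36 and 1081 counts in all. In the other fused libraries it stood at 34.7 (YT13), 28.27 (YT18), 0 (YT19), 90.71 (YT20) and 4.799 (YT30). In the other unfused libraries it stood at 0 (YT22), 28.2 (YT23), 94.78 (YT24), 28.63 (YT25), 15.82 (YT12), 3.97 (YT07) and 54.78 (YT06, on 2 counts). The 4 fused libraries of the comparison are all of the later set and its unfused libraries all of the earlier. Within the later set, with YT30 among the fused, the log2 fold change was -3.16 (SE 1.63, adjusted p = 0.522 from edgeR's quasi-likelihood test), and with the library set as a term over all 20 libraries -2.65 (SE 1.11, adjusted p = 0.889, same test). The protein match of this transcript in the files is subunit 3 of the activating signal cointegrator 1 complex, a helicase of the Ski2-like family to which Mer3 also belongs, of ortholog group OG5_126701; S2 Table lists Mer3 under OG5_129931.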

Mer3, together with other members ZMM genes (Zip1-4, Msh4 and Msh5), plays a crucial role in sexual organisms by providing a link between recombination and the synaptonemal complex (SC) assembly during meiosis [57, 58]. Mer3 is among the highly expressed genes and was easily detected in cytological RNA-ISH staining in higher quantities (Fig 6). It was expressed at various phases of the fused cells including prior to, during and post-nuclear fusion (karyogamy, Fig 6), which is indicative of its critical role in sexual development of *Cochliopodium*. Mer3, a highly evolutionary conserved DNA helicase, is involved in ZMM genes dependent interference cross-over (class I cross-over [CO] pathway), where double-Holliday junctions are preferentially resolved toward CO. Interference in this pathway prevents nearby crossovers from occurring, thereby ensuring widely spaced crossovers along chromosomes [59, 60]. 

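All 7 transcripts listed for the class I crossover genes had counts in both stages, 3 of them in every fused and 5 in every unfused library. Beside Mer3 and the Zip-like gene, higher in fused cells, the others named here did not separate the stages. Zip4, which links crossover proteins to the chromosome axis, had a log2 fold change of 1.22 (SE 1.60, adjusted p = 0.674 from edgeR's quasi-likelihood test). The transcript listed for Sgs1 (N5_596) had -1.47 (SE 1.64, adjusted p = 0.611), by the same test. The Sgs1 transcript is matched in the files to a protein kinase of the TKL group. The exonuclease Exo1 had 24 counts in unfused and 58 in fused libraries, under edgeR's filter, and an adjusted p of 0.363 by DESeq2 (log2 fold change -2.95). By DESeq2's estimate 5 of the 7 were higher in fused and 2 in unfused cells.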

Most of the genes reported to play role in the class I CO pathway were either differentially expressed or detected in fused samples. These include meiosis specific ZMM genes (Zip4, Msh4 and Msh5) and other genes not specific to meiosis, including Mlh1-3, Exo1 and Sgs1 (Fig 4, S1 Table). We also found a significant DEG, Zip1-like, gene; which is one of the most important ZMM group members that forms the central component of SC [61]. However, the reference sequences of the Zip1 gene retrieved from OrthoMCL database were few and quite divergent, which created a challenge for accurate homology assessment of this gene in our samples. Our homology search result for this gene in HMMER passed the inclusion threshold (HMMER c-evalue e-6) with a matching length of 414 bp, but failed the Blast (evalue e-7) threshold. HMMER is designed to detect remote homologs and takes into account shared protein domains in its search algorithm [45]. Based on this result, we decided to report the expression of Zip1-like genes from our transcriptome, which showed significant upregulation in fused cells (Table 1). However, this requires further investigation by searching similar genes in related species and acquisition of the full length of the gene in the genome of *Cochliopodium*, currently unavailable. Most of the ZMM group genes were described from budding yeast; similar genes playing the same role are known in plants and animals [62, 63]. It should be noted that the Zip1 gene of the budding yeast and other eukaryotes shares little sequence homology; however, their proteins share biochemical/structural similarities and localize in SC [54]. Given these observed divergences and the significant upregulation of the Zip1-like gene in *Cochliopodium* (Table 1), further analysis is needed to determine the identity and role of this gene in sexual development of the amoeba.

The expression and detection of Mer3 and most of ZMM group genes suggests that *Cochliopodium* predominantly employs class I CO and synaptonemal complexes for meiotic recombination. We also detected Pch2, a protein reported to play a regulatory role associated with other meiosis specific genes such as Zip1 and Hop1 (not detected here) in the maintenance of synaptonemal complex organization [64, 65]. Pch2 is one of the lowly expressed genes in our DGE analysis but was shown in our RNA-ISH data to localize more in fused samples (Fig 7C and 7D). Class I CO is a common pathway of eukaryotes [54, 58]; however, the exact mechanism in which class I CO pathway and SC operate in an amoeba characterized by multiparental nuclear fusion awaits further investigation. We also detected Mus81, one of the genes involved in the non-interference class II CO pathway (S2 Table). Even though Mus81 is detected at very low levels in *Cochliopodium* samples, its presence indicates that class II CO might be used as an alternative crossover pathway in this amoeba.

### Significance of cohesin complex in multiparental nuclear fusion

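All 5 transcripts of the cohesin and condensin genes named had counts in fused libraries, 3 of them in each of the 4, and all 5 also had counts in unfused libraries, 1 of them in each of the 4. By DESeq2's estimate all 5 were higher in fused cells. Smc4 had a log2 fold change of -0.35 (SE 1.38, adjusted p = 0.906 from edgeR's quasi-likelihood test). Smc2 had 20 counts in unfused and 54 in fused libraries (DESeq2 log2 fold change -3.64, adjusted p = 0.179). The transcript shared by Rec8 and Rad21 (N5_600) had 17 and 26 counts (DESeq2 log2 fold change -2.15, adjusted p = 0.618); neither was deep enough for edgeR's test. Over all 20 libraries Rec8/Rad21 had its highest CPM in unfused YT12 (200.6), YT24 (158.6) and YT07 (107.2), before fused YT26 (42.22) and YT19 (41.28), and 0 in 5 unfused and 3 fused libraries. There its log2 fold change turned to 1.44 (adjusted p = 0.997 from edgeR's quasi-likelihood test).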

Most of the genes comprising the cohesin complex genes (Smc1-4 and Rad21 as well as the meiotic specific cohesin subunit, Rec8) that are essential in sister chromatid cohesion and their faithful separation, were expressed in fused samples [66–68]. Understanding the functionality and molecular mechanism of cohesin proteins is particularly of interest for further investigation in *Cochliopodium*. Cellular fusion in *Cochliopodium* is followed by mutiparental nuclear fusion and likely involves mixing of chromosomes from multiple individuals [16]. In conventional mitosis and meiosis, cohesins hold sister chromatids together before anaphase during cell division to ensure equal distribution of chromatids to dividing daughter/gamete cells. Any failure in cohesins results in aneuploidy, which has drastic health and viability consequences [69]. *Cochliopodium* presents an atypical parasexual process where fusion can result in over 30 nuclei in one large fused plasmodium. Investigation of how *Cochliopodium* sorts such a large number of multiparental chromosomes precociously during subsequent nuclear and cellular fissions of fused cells will likely unravel a highly evolved or novel mechanism for the roles of cohesins.

### Other meiosis and sex related genes

We detected several meiosis and sex-related genes that play a role in mismatch repair, initiation of double-strand break (DSB) and their repair as well as homologous recombination (Fig 4, S2 Table). Although these genes are detected in our DGE analysis, their patterns of expression were neither significant nor consistent in our samples (S2 Table). We report them to provide potentially interesting trends that need to be explored further. For example, genes involved in homologous recombination (HR), Rad51 and Dmc1 (meiosis specific), were expressed and upregulated in our unfused samples. Although Dmc1 was shown to localize with Mer3 in our fused samples (S11 Fig), the temporal expression of these genes needs further investigation. Both of these genes code for recombinases that play a critical role in DNA lesion repair, including double-strand breaks (DSBs), single-strand DNA gaps and interstrand crosslinks during meiosis [70]. 

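All 3 transcripts of nonhomologous end joining had positive log2 fold changes by DESeq2's estimate, and 0 of the 2 tested passed edgeR's test. The Ku80 transcript (N5_3663), for a subunit of the DNA end binding complex, had 165 counts in unfused and 50 in fused libraries, a log2 fold change of 0.42 (SE 1.73, adjusted p = 0.912 from edgeR's quasi-likelihood test). Ku70, its partner (N5_2740), had 592 and 16 counts and was under edgeR's filter; DESeq2 put it at 3.56 (SE 1.92) with no adjusted p. None of the 3 had counts in every fused library and 1 had counts in every unfused library. The 2 stages differ in library set. Over all 20 libraries with the set as a term, log2 fold changes were -1.21 for Ku70, -0.16 for Ku80 and -0.09 for Lig4/Dnl1.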

Interestingly, genes involved in the alternative DSBs repair mechanism, nonhomologous DNA end joining (NHEJ), were all upregulated in unfused samples. Proteins involved in the NHEJ pathway, including KU70 and KU80, are operational during the vegetative stage (G0/G1 phases of the cell cycle) when sister chromatids are not available [71]. These genes are known to be downregulated during meiosis [72], which is consistent with the DGE results of our fused samples (Fig 4, S2 Table). Lastly, one of the key meiosis genes, Spo11, that initiates meiosis by programed DSB was not detected in our DGE analysis. Spo11 is detected in several species of amoebae, but some amoebae (e.g., *Dictyostelium*) lack it in their genome [11, 12, 73]. Spo11 is likely one of the lowly expressed genes, since we only detected it one time in one sample; and our attempt to detect it using RNA-ISH with a probe designed from a closely related species rendered no results.

### Other DEGs and gene ontology (GO) provide information on the developmental and sexual stage of *Cochliopodium*

Additional DEGs and GO categories, mirroring cellular physiology, shed light on the life cycle of *Cochliopodium*. Genes engaged in plasmogamy and karyogamy were upregulated in unfused and fused samples, respectively (Fig 4, S2 Table). This result is consistent with the observed life cycle of *Cochliopodium*, where unfused cells entering a sexual stage would be expected to produce proteins enabling them to fuse, and expression of karyogamy genes in fused cells supports the observed nuclear fusion [16]. 

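Of the 3 karyogamy transcripts, 0 passed the test. Those listed for Sec72a and Sec63 carry ortholog groups in their names other than the ones S2 Table gives. The group of the Sec63 transcript, OG5_126701, is also that of the Mer3 transcript. Kar2, the chaperone of the endoplasmic reticulum, had a log2 fold change of 1.31 (SE 0.874, adjusted p = 0.348) and Sec72a 0.53 (SE 0.641, adjusted p = 0.644), both with higher estimates in unfused cells, and Sec63 had -1.82 (SE 0.867, adjusted p = 0.177, all by edgeR's quasi-likelihood test), with a higher estimate in fused cells. Of the 8 nuclear congression transcripts, Kem1 was higher in fused cells, and 5 others were tested without passing. These were Cdc4 (-1.12, adjusted p = 0.675), Cdc34 (2.03, SE 0.994, adjusted p = 0.188), Cin1a (-2.20, adjusted p = 0.396), Cin4 (3.21, adjusted p = 0.256) and Kar4 (1.27, adjusted p = 0.633), by the same test. Kar3, with 47 and 40 counts, and Cdc28, with 1 and 0, were under the filter. The fused libraries are of the later set and the unfused of the earlier; within the later set Kar2 stood at 2.25, Sec72a at -0.83 and Sec63 at -0.29, none past the test. The paper reasons that plasmogamy genes in unfused and karyogamy genes in fused cells follow the order of cell fusion and nuclear fusion in the life cycle.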

Among the most dominant DEGs in the GO analyses in unfused samples were cellular processes related to metabolic activity and vesicle-mediated transportation (S7–S9 Figs). These are indicative of an active vegetative phase of our unfused samples. Particularly, detection of a large number of proteolytic enzymes indicates that the cells might be engaging in high protein metabolism (S7 Fig). 

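No protease passed the test within the later library set. With unfused YT22 to YT25 against fused YT26 to YT30, all of 10 cells, the 52 tested had a median log2 fold change of 1.11 and 32 were higher in unfused libraries. Camera's adjusted p was 0.00437, which was lost with an estimated correlation (adjusted p = 0.367 with an estimated correlation), and fry's was 0.686. The 2 most abundant cathepsin L transcripts had log2 fold changes of 3.20 (N5_2605, adjusted p = 0.328 from edgeR's quasi-likelihood test) and 1.22 (N5_2539, adjusted p = 0.697, same test) there. With the library set as a term over all 20 libraries the median of 70 proteases was 0.35.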

The most dominate GO terms in fused samples included DNA metabolism, nucleus, ATP binding, PHD-Finger protein and ligases (S7–S9 Figs). These results can be interpreted as fused cells primarily engaged in ATP-mediated, DNA-related processes, likely reflecting their sexual nature. Among these, E3 ubiquitin ligase [47] and PHD-Finger [74] have been implicated to play a role in sexual development of plants. 

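Among the fused-higher transcripts, the largest differences in abundance were in midasin and in 3 transcripts matched to scaffold proteins. A nuclear anchorage protein 1-like transcript (N5_214), from a family that ties nuclei to actin, averaged 2890 CPM (SD 2060, n = 4) in unfused and 37500 (SD 16900, n = 4) in fused libraries. Its log2 fold change was -3.70 (SE 0.634, adjusted p = 0.000669 from edgeR's quasi-likelihood test). Nesprin-1 (N5_3249), a nuclear envelope protein of the same kind, averaged 2000 (SD 880) and 23600 (SD 9520), a log2 fold change of -3.56 (SE 0.587, adjusted p = 0.000485, same test). A paxillin-like transcript (N5_1340), matched to an adaptor of cell adhesion sites, averaged 3920 (SD 2300) and 40900 (SD 14200), a log2 fold change of -3.38 (SE 0.614, adjusted p = 0.00103, same test). The fused libraries are all of the later set and the unfused ones all of the earlier; within the later set the values were -0.82 for N5_214, -1.23 for nesprin-1 and -1.5 for the paxillin-like transcript, none past the test. These genes were chosen by abundance after their values were seen.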

E3 ubiquitin ligase has a similar functional domain (i.e., RING-finger to Zip3), a meiosis specific gene and a member of the ZMM group known to play roles in crossover and SC assembly [54, 75]. While this finding will require in depth analysis of these genes, the overall physiological and cellular processes of the GO analysis lend support to the sexual nature of the fused samples.

### Understanding sexuality in Amoebozoa and future directions

We are just starting to scratch the surface of the enormous life cycle diversity in the supergroup Amoebozoa. The current study and previous studies indicated that members of Amoebozoa might use various mechanisms of sexual pathways that reflect their varied life cycles and behaviors [11, 76]. For example, *Dicytostelium* has lost Spo11, but most amoebae seem to possess this gene [11, 12, 73]; this observation indicates the existence of variation in the mechanism of meiosis initiation in amoebozoans. A closer look of the known (yet to be described) diversity of the amoebozoans will likely uncover even additional, and novel, forms of life cycle and sexual strategies in this supergroup. Another layer of complexity in understanding sexuality in amoebae is the observation that some amoebae that display no signs of sexual activity constitutively, nonetheless express meiosis genes in actively growing cultures. Such an example is *Acanthamoeba*, a well-studied amoebozoan lineage that shows no evidence of fusion or other sexual like behavior during its life cycle [76]. *Acanthamoeba* and other amoebae are reported to change their ploidy during their life cycle [77–81]. This observation has led to a suggestion that amoebae might still be asexual lineages and have been using ancestral genes to perform recombination through other means such as polyploidization and gene conversion [82]. This study suggested that the genes comprising the meiosis toolkit had similar roles in recombination and mitosis in asexual lineages before the evolution of meiosis. Meiosis genes have been used as a blueprint for sex; however, it has been suggested that detection of meiosis genes should not be interpreted as evidence for sexual reproduction [82]. More investigation is required to unravel the origin and roles of meiosis genes in the life cycle of amoebzoans and other microbial eukaryotes.

Despite the progress we have made in the current study, many fundamental questions about the sexual nature and details of the life cycle of *Cochliopodium* remain unknown. Mating types, the nature of multiparental inheritance and polyploidization in *Cochliopodium* are still poorly elucidated. *Cochliopodium* has been shown to fuse even in monoclonal cultures (population derived from a single amoeba cell), though fusion frequency was lower compared to mixed cultures (S12 Fig). Mating types are known in *Dictyostelium* and other related amoebae [50, 83–85], further investigation is required to examine if fusion in *Cochliopodium* occurs randomly or among compatible mating types. The mechanism of inheritance involving multiple partners is a challenge to the classic mechanism of inheritance in dimorphic systems—well known in various eukaryotes. Triparental inheritance involving more than two mating types has been reported in *Dictyostelium* [50]. Further investigation using genome data, gene manipulation and cell biology studies are required to elucidate these fundamental questions in *Cochliopodium* and other amoebae showing similar life cycle behaviors.

## Supporting information

S1 Fig PCA plot of the 18 samples in the two-experiment condition (unfused vs. fused). PCA data for the plot were the transformed normalized counts of each sample generated from DESeq2.
(TIF)

S2 Fig PCA plot of a three-condition experiment (unfused, fused and intermediate) each represented by 3 replicates.

S3 Fig Venn diagram of the number of DEGs (Padj < 0.05) within the three-condition experiment, showing shared DEGs between experimental conditions: Unfused vs. intermediate, unfused vs. fused, and intermediate vs. fused.

S4 Fig Clustered heatmap of all the 738 DEGs identified between each of the 2-stage comparisons in the three-condition experiment with a total 9 replicates. The color scale from red (highly expressed) to blue (low expression) represents the transformed, normalized counts from variance stabilizing transformation.
(TIF)

S5 Fig Heatmap of the 64 genes (meiosis and sexually related) grouped according to their function categories for the three-condition experiment. The heatmap was generated by centering the values across samples, and thus shows the deviation of each gene in each sample using the data set from the DESeq2 package. The color scale from red (highly expressed) to blue (low expression) represents the transformed, normalized counts from variance stabilizing transformation. Function categories were shown in the annotation bar.
(TIF)

S6 Fig Heatmap of the meiosis specific genes grouped according to their function categories for the three-condition experiment: Unfused, fused, intermediate.

S7 Fig Direct Go Count plots showing the most frequent GO terms from each set of DEGs identified from the two-condition experiment for each GO category (Biological Process (BP), Cellular Components (CC), and Molecular Function (MF)). The plots were generated from Blast2GO without taking account of the GO hierarchy. The left panel shows the results for 360 DEGs upregulated in fused samples and the right panel shows the results for 521 DEGs upregulated in unfused samples.
(TIF)

S8 Fig Multilevel pie chart showing the sequence distribution by GO categories. These were generated with the lowest node per branch of the combined GO graph from Blast2GO for each of the three GO categories (Molecular function, Biological process, Cellular components) with sequence number and percentage. The left panel shows the results for 360 DEGs upregulated in fused samples and the right panel shows the results for 521 DEGs upregulated in unfused samples.
(TIF)

S9 Fig Enrichment analysis of the 2 sets of DEGs from Blast2GO. (A) The test gene set was for the 360 DEGs upregulated in fused samples. (B) The test gene set was for the 521 DEGs upregulated in unfused samples. In both tests, all 881 DEGs were set as the reference set.
(TIF)

S10 Fig RNA-ISH staining of a meiosis specific gene, Mer3, showing the distribution of Mer3 expression in unfused, fused and possibly intermediate cells (A-B). Note the variation in expression levels among single uninucleate cells. In (A) single cells seem to be expressing less Mer3 than single cells in (B). Mer3 is consistently expressed in higher quantity in fused cells (A and B, arrows). Red (Mer3) and Blue (DNA). Scale bar = 10 μm.
(TIF)

S11 Fig RNA-ISH staining showing the co-expression of two meiosis specific genes, Mer3 (red) and Dmc1 (green) in fused cells.

S12 Fig Fusion rate measured by average size between monoclonal cultures (broken) and mixed cultures (solid).

S1 Table

S2 Table The expression result of meiosis specific and sexual related genes in different group comparisons in terms of Log FC (bold significant) and Padj values. For the 3 condition experiment, only result from unfused vs. intermediate and fused vs. intermediate were shown.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

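The authors made cDNA from 1, 5, 10 or 100 cells, sequenced it, removed adaptors, trimmed reads at a score of 28 and kept those of at least 35 bp, with FastQC for read quality. The values analysed are Kallisto's estimated counts, which the authors made against their master transcriptome of 3900 transcripts and deposited, one table for each library. The authors deposited TPM beside them, computed by Kallisto from the same counts and the effective lengths; TPM was read and not used for any test. Versions of FastQC and Kallisto are not given in the sources used here. For assembly the paper names rnaSPAdes.

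Counts were rounded to whole numbers. The leading test was edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) on TMM-normalized counts, with edgeR's own filter (at least 10 counts in enough libraries, 15 in all) and Benjamini-Hochberg adjustment over the transcripts tested. A transcript passed with an adjusted p under 0.05 and a log2 fold change of at least 1.5 in either direction, as in the paper. DESeq2 1.42.0, the paper's tool, ran beside it. Standard errors are the log2 fold change divided by the square root of F. Sets were tested with camera (preset correlation 0.01 and estimated) and fry of limma 3.58.1, and protein groups also with Fisher's exact test over 50 tests. CPM of groups use TMM factors from the 8 libraries, CPM of single libraries factors from all 20. The positions of libraries used log2 CPM with a prior count of 1, and principal components the 500 most variable transcripts. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. Intervals are at 95% and a group with 0 counts was bounded by a floor of 3 counts.

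Named genes were the ones that the paper's text or its Table 1 names and that S2 Table ties to a transcript number. The other plasmogamy, nuclear congression and karyogamy genes of S2 Table were added. Any other gene of S2 Table that passed the two-condition test was added, and the 2 transcripts with the largest fold change each way. These last additions depend on the results. The paper's values for the named genes in S2 Table and Table 1 had been read before. The 10 sexual gene sets were drawn from the paper's text and S2 Table before the counts were opened, with the paper's values already read. The 25 protein groups rest on words in the protein names and were set after those names had been read; single members of them, and the genes chosen by abundance, were picked after their values had been seen. The library sets were drawn from library numbers and S1 Table.

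Alternatives tried were DESeq2, DESeq2 with effective lengths, DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, counts thinned to the smallest library, 10-cell libraries only, a block for the replicate number, each library left out in turn, all 20 libraries with and without the library set, each set alone, and a comparison that crosses stage and set. Simulated data with 200 changed transcripts were made for the two-condition comparison and for the later set alone. They were also made for all 20 libraries with the library set, and for unfused against fused in the fit with the intermediate group. The other comparisons, camera and fry were not tested in this way, so what they could recover is not known. Up to 100 splits of the same libraries, the real one included, were run for each comparison but the crossed one. Over the two-condition simulation edgeR called 101 transcripts, 4 of them unchanged, and DESeq2 152, 27 of them unchanged. All pairs of libraries were checked for duplicates and none was found.

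The images and counts of in situ hybridization and the Blast2GO terms were not analysed here. The copy of S2 Table used here holds 93 of the 94 genes; the other, and some named genes of the list, are not reported here.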

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

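Among the results here, the crossed comparison of fused YT18 to YT20 with unfused YT22 to YT25 was chosen only after results were seen.

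Libraries that the paper did not use stood away from their stage on the axis from the unfused (0) to the fused mean (1) of the 8 libraries. Unfused YT06, YT07, YT12, YT22 and YT23 stood at 0.414, 0.328, 0.336, 0.734 and 0.848, all 5 above the 4 unfused libraries of the comparison. Fused YT13, YT18, YT19 and YT20 stood at 0.279, 0.261, 0.112 and 0.171, all 4 below its 4 fused libraries. Between the library sets within 1 stage, edgeR's quasi-likelihood test passed 4 transcripts among unfused and 64 among fused libraries. These counts are unstable: leaving out 1 library gave 1 to 11 and 0 to 216, and DESeq2 passed 397 and 410.

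In the 8 libraries the earlier set holds all unfused and the later set all fused cells. Fused libraries of the earlier set against unfused libraries of the later set turn the set against the stage. There the 444 transcripts had a signed median log2 fold change of -1.6, where a positive value keeps the direction of the 8 libraries. Leaving out 1 library at a time gave -1.9 to -1.38, and 371 of the 418 tested had the opposite sign. Transcripts higher in unfused cells kept their sign in 25 of 240 (median -1.36) and those higher in fused cells in 22 of 178 (median -1.97). None of 3071 passed edgeR's test in this comparison, and 237 had an unadjusted p under 0.05.

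By labelled stage alone these libraries would keep the direction of the 8, so the median of -1.6 argues against it as the whole cause of the 444 changes. It does not exclude it. The choice of libraries by clustering favours such a median, and no transcript passed edgeR's test there. Unfused YT24 and YT25 are also in the paper's intermediate group. A difference between library sets may underlie part of the 444 changes. The median of -1.6 gives that no independent support, since the paper had left these 7 libraries out of the 8 by how they clustered. With the set held fixed as a term over all 20 libraries, 346 of 435 kept their sign (79.5%, median 0.659). Within the later set 283 of 364 did (77.7%, median 1) and within the earlier set 276 of 436 (63.3%, median 0.196). These fits share libraries with the 8 that chose the transcripts, so part of the kept signs is due to that choice and they do not decide for the stage. None of the 444 passed in them. Stage was assigned mainly from cell size, with unfused cells from the first week of culture and fused cells from later days, and wrong stage labels stay open. Pch2, which the paper's in situ hybridization finds mostly in fused cells, goes with the labels only in part, by where it was counted. All 4 earlier fused libraries held counts of it (251, 58, 148 and 119) and the 4 unfused libraries of the comparison 0. Unfused YT07, YT12, YT22 and YT24 held 16, 319, 1 and 25, and the later fused libraries 0. These raw counts do not rank the libraries, since 16 in YT07 came from a total of 233607 and 251 in YT13 from 10945988. Mer3 goes with the labels in part too. Its CPM in fused YT13, YT18 and YT20 were above those of unfused YT14 to YT17, but 0 in fused YT19. Unfused YT24 stood above all 4 earlier fused libraries in Mer3. Neither gene's pattern was tested. After thinning the 8 libraries to the smallest one the median of the 444 changes was 3.95. Thinning keeps the expected ratios between libraries, and the same libraries chose the transcripts. The part of sequencing depth therefore cannot be told from this. In the 10-cell libraries alone the median was 4.37, and 281 of the 442 transcripts tested passed in the same direction. These libraries are part of the 8 that chose the transcripts, so the part of cell number cannot be told from this. For transcript length the Spearman correlation with the fold change was -0.114, from which its part cannot be told. Libraries of both stages prepared side by side from cells staged by nuclear number would decide between set and stage.

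Other splits of the same libraries do not settle whether chance in how libraries were grouped explains the counts of the paper's comparisons, because the paper chose these libraries for clustering apart. Of 35 splits 1, the real one, reached 444 (highest other 0), 284 (highest other 0), 11 (highest other 7) and 45 (highest other 5). For the library set the real split alone reached 4 among unfused (highest other 2, 1 of 35) and 64 among fused libraries (highest other 1, 1 of 56), and some of these libraries were chosen by the same clustering. Where the real count is 0, every split reaches it by construction, 100 of 100. So the splits say nothing about chance over all 20 libraries (highest other 2), with the library set (1), within the later set (5), within the earlier set (3) or for the interaction (25).

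Single libraries lay far from the others of their group by Dixon's test in 5 of 76 groups, where chance alone gives about 1 in 20. In log2 CPM these were Kar2 in fused YT27 (8.37), and Smc6 and Smc4 in unfused YT15 (-0.177 each). The other 2 were the total count of unfused YT12, of 100 cells (7660000), and the 1490 transcripts counted in unfused YT06, of 1 cell.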

How the results depend on the processing

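Chosen after results were seen were the fit with the settings of S2 Table, the fits of the paper's 9 libraries, DESeq2 for the interaction, the crossed comparison and the tests of protein groups. Of 210 counts and shares 118 stayed the same, 89 moved and 3 reversed; of 667 values of named transcripts 548 stayed, 27 were weaker, 17 stronger, 66 moved and 9 reversed; of 100 values of protein groups 63 stayed, 33 moved and 4 reversed; of 20 of sexual gene sets 18 stayed and 2 were stronger. The cause was not tested unless named. With DESeq2 (with effective lengths in brackets) the two-condition count of 444 became 865 (871), sexual genes higher in fused cells 6 (6), all 20 libraries 12, with the set 68, the later set 215, the set among unfused 397 and among fused 410, the interaction 192, unfused against fused in the 11-library fit 643 (648), unfused against intermediate 312 (312), intermediate against fused 306 (309), their overlaps 124 and 152, and the share between 72.5%. The settings of S2 Table gave 881, with 6 sexual genes higher in fused and 5 in unfused cells, and over the paper's 9 libraries 516, 293 and 226, where edgeR gave 101 and 14 for the first and last. Requiring 10 counts in every library tests fewer transcripts and gave 208, 1 sexual gene higher in unfused cells, and 146 and 28 in the first 2 comparisons of the 11-library fit. The replicate block gave 288 and 1 sexual gene higher in unfused cells; thinned counts and 10-cell libraries each gave 1 as well. No filter gave 2 in the later set, 39 for the set among unfused and 36 between unfused and intermediate; DESeq2's size factors gave 1 and 20 for the first and last. Own 2 groups only gave 444, 6 and 24 in its 3 comparisons. Taking 3 of 4 libraries, 16 choices, uses fewer samples and gave by edgeR 46 to 123, 4 to 17 and 6 to 19, and by DESeq2 up to 540, 178 to 273 and 160 to 223. Without 1 library, sexual genes higher in unfused cells were 1 without unfused replicate 5. The later set gave 2 without unfused replicates 8 or 9, 4 without fused replicate 9 and 28 without the intermediate libraries. The set among unfused gave 2, 1, 1 and 11 without unfused replicates 5, 7, 9 and 11. The set among fused gave 2, 0, 3, 0, 17, 5 and 216 without fused replicates 3 to 9. Unfused against fused in the 11-library fit gave 154, 150 and 417 without unfused replicates 5, 7 and 11, and 188, 157, 143 and 136 without fused replicates 5 to 8. Unfused against intermediate gave 7, 36 and 27 without unfused replicates 7, 10 and 11 and 25 without fused replicate 9, and intermediate against fused 9, 12, 18, 7 and 112 without fused replicates 5 to 9. By fry, class I crossover (adjusted p = 0.00202) and nuclear congression (0.00537) passed where camera did not. In the crossed comparison log2 fold changes reversed for the Zip-like gene (2.29), Myo2 (-1.13), Kem1 (0.17), N5_1214 (-1.58), N5_2363 (-0.757) and N5_2017 (7.95), which also reversed with the set (0.844), in the later (0.44) and in the earlier set (2.06). Medians reversed there for proteases (-1), tRNA ligases (0.757), helicases (1.41) and ribosome biogenesis (1.69). The first component held 45.3% over all transcripts and 60.7% on log2 CPM in the 8 libraries, and 23.3% and 34.3% in the 20. The yield ratio fell below 1 in the later set (0.521), in 10-cell libraries (0.521) and in raw reads (0.997). What depth limits was not tested by itself. Thinning the 8 libraries to the smallest total kept 370 of the 377 calls still tested, and in simulations edgeR found 58.2% of log2 changes of 4 in the 8 libraries and 19.4% in the later set, which differ in more than depth.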

Differences from the paper's values

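Among the settings named here, the fit with the settings of S2 Table (DESeq2 with effective lengths, no independent filtering and no limit on Cook's distance) and the fits of the paper's 9 libraries were chosen only after the paper's values had been seen. Counts and shares are said to differ where the larger is more than 1.5 times the smaller, so that unequal counts can stand as not different. Log2 fold changes are said to differ where the sign is not the same or the gap is larger than the standard error found here.

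Between unfused and fused cells the paper gives 881 transcripts, 521 higher in unfused and 360 in fused cells; edgeR's quasi-likelihood test passed 444, 248 and 196 at the paper's thresholds. Of the other settings tried, DESeq2 (865, 514 and 351) and DESeq2 with effective lengths (871, 517 and 354) do not differ, and all others chosen before the values were seen do. For the sexual genes the paper gives 6 higher in fused and 5 in unfused cells, against 3 and 3 here. On the fused side DESeq2 and effective lengths give 6, and thinned counts and the fits without unfused replicate 4 or 6 give 4, unequal to 6 but within that limit. On the unfused side only the fit without fused replicate 8 (4) is within it, and DESeq2 still differs (3). Rad17, Smc3, Smc1, Bni1 and Lig4/Dnl1, which the paper counts as significant, passed with DESeq2 and not with edgeR over the 8 libraries, where Smc1 was under edgeR's filter. Rad17 passed edgeR's quasi-likelihood test with thinned counts (adjusted p = 0.0231) and without unfused replicate 6 (adjusted p = 0.0452), and Lig4/Dnl1 without fused replicate 8 (adjusted p = 0.0339).

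With the intermediate group the paper's values rest on 9 libraries and those here on 11, with YT14 and YT27 added, unless the 9 are named. The paper gives 738 transcripts in any comparison, against 298 here and 901 with DESeq2, which is within the limit. Over the paper's 9 libraries edgeR gives 104 and DESeq2 659. Only between unfused and intermediate it gives 113 (2 here, 108 with DESeq2, which does not differ), and only between intermediate and fused 54 (11 here, 70 with DESeq2, which does not differ). Between unfused and fused the paper gives 287 and 229, against 161 and 123 here. DESeq2 (387 and 256), effective lengths (390 and 258), own 2 groups only (248 and 196) and the fit without unfused replicate 11 (234 and 183) do not differ, nor on the fused side the fit without fused replicate 9 (153). Between unfused and intermediate it gives 152 higher in unfused and 141 in intermediate, against 1 and 10; DESeq2 (196 and 116) and effective lengths (196 and 116) do not differ. Between intermediate and fused it gives 131 and 95, against 37 and 8. For the first, DESeq2 (150) and effective lengths (152) do not differ. For the second, DESeq2 (156) and effective lengths (157) over the 11 libraries still differ. DESeq2 with a library left out of both the unfused and the fused group gives 68 to 116 there, which does not differ.

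Some log2 fold changes of S2 Table against the intermediate group also differ, the paper's value over 9 libraries given first and the value over 11 second. For unfused minus intermediate they are Cd9 0.0809 and -0.254, Cdc4 0.0757 and -0.00898, and Smc2 -8.84 and -3.17. DESeq2 still differs for these 3 (-0.14, -0.0846 and -3.14). For fused minus intermediate they are Ku70 2.46 and 5.8, Ku80 -1.54 and 0.0678, and Exo1 -0.639 and 1.28. DESeq2 does not differ for Ku70 (4.37) and Ku80 (-0.196) and does for Exo1 (1.06).

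The settings of S2 Table give each of these values, over the 8 libraries and, with the intermediate group, over the paper's 9 libraries. The counts of 881 and 738 and their splits are equal; the transcripts behind them were compared only for the genes of S2 Table. Within the limit of 1.5 times are PC1 (76% in the paper, 71.7% here), the sexual genes in either direction (33 and 30 in the paper, 23 and 27 here among those edgeR tested) and the 275 transcripts of the paper only between unfused and fused (244 here, over 11 libraries).

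Some statements differ from the values, in whole or in part. The paper names Smc5 among the significant genes, while S2 Table gives it an adjusted p of 0.095 and DESeq2 gives 0.0866. It places the intermediate group nearer the fused one. Over its 9 libraries the settings of S2 Table (293 between unfused and intermediate, 226 between intermediate and fused) and DESeq2 (237 and 198) give that order, and edgeR gives 11 and 14. Over the 11 libraries edgeR gives 11 and 45, which turn to 11 and 9 without fused replicate 5 and to 13 and 7 without fused replicate 8, and DESeq2 gives 312 and 306. It places karyogamy genes higher in fused cells; Kem1, which it calls a karyogamy gene, was higher in fused cells and passed, while of the 3 transcripts that S2 Table lists under karyogamy 2 had higher estimates in unfused cells and 0 passed. It states that fused cells generally yield more sequence data; the ratio of counts was 1.42 over all libraries and 2.28 in the earlier set, in that direction, and 0.521 in the later set, none past the exact permutation test after adjustment (lowest adjusted p = 0.286).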

Other observations

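The tests of the protein groups below were chosen only after results were seen.

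Of the 25 protein groups, 11 are named at no sentence of the paper, and none of them passed Fisher's exact test. Proteasome transcripts had a median log2 fold change of 1.69 (camera, adjusted p = 0.00963, and 0.198 with an estimated correlation), 0 of 24 passing edgeR's test. Over all 20 libraries with the set as a term, proteasome transcripts again had a positive median, 0.777. Translation factors had a median of -0.567 with 5 of 28 higher in fused cells, among them subunit B of the initiation factor eIF3 (N5_174, log2 fold change -7.66, SE 1.37), by camera an adjusted p of 0.0213, and 0.284 with an estimated correlation. Ribosomal proteins had 0 of 18 on either side and a median of -0.367 in the 8 libraries. Within the later set their median was 1.41 (camera, adjusted p = 0.000643, and 0.367 with an estimated correlation).

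The other groups did not pass camera (lowest adjusted p = 0.163). Fry does not compare a group with other transcripts. By fry, membrane transporters (adjusted p = 0.00392, toward fused cells) and mitochondrial respiration (0.0131, toward unfused cells) passed over the 8 libraries. Membrane transporters also passed fry toward fused cells with the set as a term (adjusted p = 0.00401) and in the later set (0.0314). Groups named earlier passed it over the 8 libraries too, among them tRNA ligases (0.00423) and carbohydrate enzymes (0.00333). Ubiquitin hydrolases had 2 of 14 higher in fused cells (median 0.706, with the test leaning to fused cells), splicing 2 of 24 (median 0.0928, the same leaning), and chaperones 4 of 24 (median -0.332). Microtubules and motors had 0 of 18 on either side (median 0.272) and mitochondrial respiration 2 of 9 higher in unfused cells (median 1.63). Small GTPase signalling split 2 to 3 of 79 for unfused and fused cells (median -0.113), membrane transporters 3 to 5 of 52 (median -0.373) and protein kinases 4 to 2 of 124 (median -0.117).

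The replicate numbers do not pair libraries. Unfused and fused libraries of number 5, 6 and 7 had correlations of 0.00451, -0.0109 and -0.00592, where the highest with another number were 0.0738, 0.00799 and -0.00192.

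The extracellular matrix protein ST430 transcript (N5_626) was among the 6 with the largest difference in abundance, at 27800 CPM (SD 13000, n = 4) in unfused and 8430 (SD 2620, n = 4) in fused libraries, a log2 fold change of 1.72 (SE 0.527, adjusted p = 0.0299 from edgeR's quasi-likelihood test). Within the later libraries it was 1.49 (SE 0.582, adjusted p = 0.337, same test).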
